# The acute transcriptional responses to dietary methionine restriction are triggered by inhibition of ternary complex formation and linked to Erk1/2, mTOR, and ATF4

**DOI:** 10.1038/s41598-021-83380-0

**Published:** 2021-02-12

**Authors:** Kirsten P. Stone, Sujoy Ghosh, Jean Paul Kovalik, Manda Orgeron, Desiree Wanders, Landon C. Sims, Thomas W. Gettys

**Keywords:** Cell biology, Physiology

## Abstract

The initial sensing of dietary methionine restriction (MR) occurs in the liver where it activates an integrated stress response (ISR) that quickly reduces methionine utilization. The ISR program is regulated in part by ATF4, but ATF4’s prototypical upstream regulator, eIF2α, is not acutely activated by MR. Bioinformatic analysis of RNAseq and metabolomics data from liver samples harvested 3 h and 6 h after initiating MR shows that general translation is inhibited at the level of ternary complex formation by an acute 50% reduction of hepatic methionine that limits formation of initiator methionine tRNA. The resulting ISR is induced by selective expression of ATF4 target genes that mediate adaptation to reduced methionine intake and return hepatic methionine to control levels within 4 days of starting the diet. Complementary in vitro experiments in HepG2 cells after knockdown of ATF4, or inhibition of mTOR or Erk1/2 support the conclusion that the early induction of genes by MR is partially dependent on ATF4 and regulated by both mTOR and Erk1/2. Taken together, these data show that initiation of dietary MR induces an mTOR- and Erk1/2-dependent stress response that is linked to ATF4 by the sharp, initial drop in hepatic methionine and resulting repression of translation pre-initiation.

## Introduction

Initiation of dietary methionine restriction (MR) produces a series of physiological responses linked to transcriptional programs that are regulated by hepatic sensing of reduced methionine^1–4^. An important advance in understanding how dietary MR produces its metabolic phenotype came from the observation that hepatic fibroblast growth factor 21 (FGF21) was a component of an Integrated Stress Response (ISR) activated within hours of introduction of the MR diet^5–7^. Subsequent loss of function studies showed that the ability of dietary MR to increase energy expenditure (EE), reduce fat deposition, and remodel white adipose tissue was dependent on FGF21^6^. Dietary MR also reduces the capacity of the liver to synthesize and export fat through transcriptional mechanisms^2,6^. Collectively, these responses allow immediate adaptation to the shortage of methionine while improving the metabolic health of the animal in the weeks following introduction of the MR diet^7,8^.

The nutrient sensing systems that detect methionine restriction and initiate the ISR have been the subject of intense study, but the chronological progression of adaptive responses that occur after initiation of MR have made their identification difficult. For example, the accepted view is that general control nonderepressible 2 (GCN2) senses decreased tRNA charging after a reduction in hepatic amino acids and initiates the ISR through increased phosphorylation of eukaryotic initiation factor 2 alpha (eIF2α)^9–16^. Within this scheme, the activated eIF2α then slows overall translation while also directing preferential translation of select mRNAs including activating transcription factor 4 (ATF4). Newly synthesized ATF4 then coordinates key elements of the ISR by binding to promoters of target genes. One of ATF4’s key targets is hepatic FGF21, which acts as a powerful metabolic regulator in the context of glucose homeostasis, lipid metabolism, and energy balance^17–23^. An alternative pathway to ATF4 activation has been suggested by more recent work showing that MR can promote ATF4 activity independently of increased eIF2α phosphorylation^24^. Collectively, these findings support the existence of additional signaling mechanisms that function as redundant nutrient sensing systems.

In the present work we have focused on the responses that occur within hours after introduction of the MR diet. In this time frame, initiation of translation requires formation of ternary complexes consisting of GTP, initiator methionine tRNA (Met-tRNA) and eIF2α^25,26^. GCN2-dependent phosphorylation of eIF2α normally inhibits formation of this complex, but recent work shows that ATF4 target gene expression is also modulated by MR through a mechanism independent of both GCN2 and eIF2α^27,28^. This mechanism primarily impairs start site recognition due to insufficient Met-tRNA^28,29^. It is possible that the acute responses to MR involve a similar inhibition of ternary complex formation due to the precipitous decrease in methionine. Additional eIF2α-independent pathways include mechanistic target of rapamycin (mTOR) that induces ATF4 target genes^30,31^ through mTOR-dependent stabilization of ATF4 mRNA^30^. However, a role for mTOR as a sensor and transcriptional mediator of dietary MR has not been previously established. Using a combination of RNAseq and metabolomics analysis of mouse liver samples taken 3 h and 6 h after introduction of dietary MR, in conjunction with in vitro analysis of methionine-restricted HepG2 cells, our data suggest that the rapid initial decrease in hepatic methionine decreases ternary complex formation, slows overall translation, and induces an ISR that is modulated by mTOR, Erk1/2, and ATF4.

## Results

The MR diet is devoid of cysteine and contains fivefold less methionine than the Con diet, so a key goal of *Experiment 1* was to assess acute, MR-induced changes in key metabolites of methionine metabolism in the liver (Fig. 1a). The MR diet reduced hepatic methionine by 50% within 3 h of starting the diet (Fig. 1b). Methionine levels remained significantly lower in the MR group for the first 2 days, but by day 4, were restored to Con levels where they remained thereafter (Fig. 1b). The formation of cystathionine from homocysteine is irreversible and the first reaction of the trans-sulfuration pathway (Fig. 1a). 

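In liver RNA of mice on the diets for 3 h, neither transcript of the trans-sulfuration pathway passed the test between Con and MR. The RNA was read from the 3′ ends of its transcripts in 6 mice per diet, and levels are given in units of the deposited score, of which each library holds 991702 to 995314, after scaling by the trimmed mean of M-values (TMM). Cbs, which encodes Cystathionine-β-synthase, the enzyme that joins homocysteine with serine, lies on chromosome 17 of GRCm38 from 31612623 to 31637233. Its level was 170 ± 20.7 units (SD, n = 6) in Con and 177 ± 37.1 units (SD, n = 6) in MR. This is a log2 fold change of 0.04 (standard error 0.12, adjusted p = 0.946 from limma). Cth, which encodes Cystathionine gamma-lyase, the enzyme that releases cysteine from cystathionine, lies on chromosome 3 from 157894248 to 157925081. Its level was 438 ± 75.7 units (SD, n = 6) in Con and 392 ± 53.4 units (SD, n = 6) in MR, a log2 fold change of −0.15 (standard error 0.15, adjusted p = 0.842 from limma). MR mouse m4204 had 291 units of Cth, against 393 or more in the other 5 MR mice. Exact two-sided permutation tests of the 12 mice gave p = 0.79 for Cbs and p = 0.318 for Cth. The 95% interval of the log2 fold change ran from −0.20 to 0.29 for Cbs and from −0.47 to 0.16 for Cth, so with 6 mice per diet a change within these bounds is not excluded. Of 21 measured genes of the methionine cycle and trans-sulfuration, none passed the test at 3 h over all genes or when adjusted over the list alone, and the list as a whole did not pass either (camera adjusted p = 0.935).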

Within 3 h of starting the MR diet, cystathionine levels were reduced by > 80% (Fig. 1c) without a change in expression of Cystathionine-β-synthase and Cystathionine gamma-lyase (RNAseq data). The magnitude of the cystathionine reduction decreased over the following 8 days, but levels in the MR group remained significantly lower than in Con mice over this period (Fig. 1c). Cysteine is formed from cystathionine and serves as a precursor for both taurine and glutathione synthesis in the liver (Fig. 1a). Although taurine is present at high levels in the bloodstream and synthesized in multiple tissues, the majority of whole body biosynthesis occurs in the liver. Interestingly, despite the rapid reduction in hepatic glutathione in the MR group (Fig. 1e), taurine levels were unaffected by the MR diet for the first 4 days, and not until day 8 did a significant reduction in taurine occur in the MR group (Fig. 1d). Taurine is absent from both diets but it has a long biological half-life in mice^40^. The combination of synthesis and renal reabsorption^41^ are the primary determinants of taurine levels in the body. However, it is unclear how hepatic levels of taurine are maintained at control levels during the early stages of MR while other metabolites of methionine metabolism are acutely affected. For example, the oxidized (e.g., GSSG) and reduced (e.g., GSH) forms of glutathione were both reduced by 50% in the MR group within the first 6 h (Fig. 1e), and the levels of both forms remained 50% lower than Con for the initial 8 days. GSH was also 50% lower in the MR group after 10 weeks on the MR diet (Fig. 1e).

**Figure 1:**
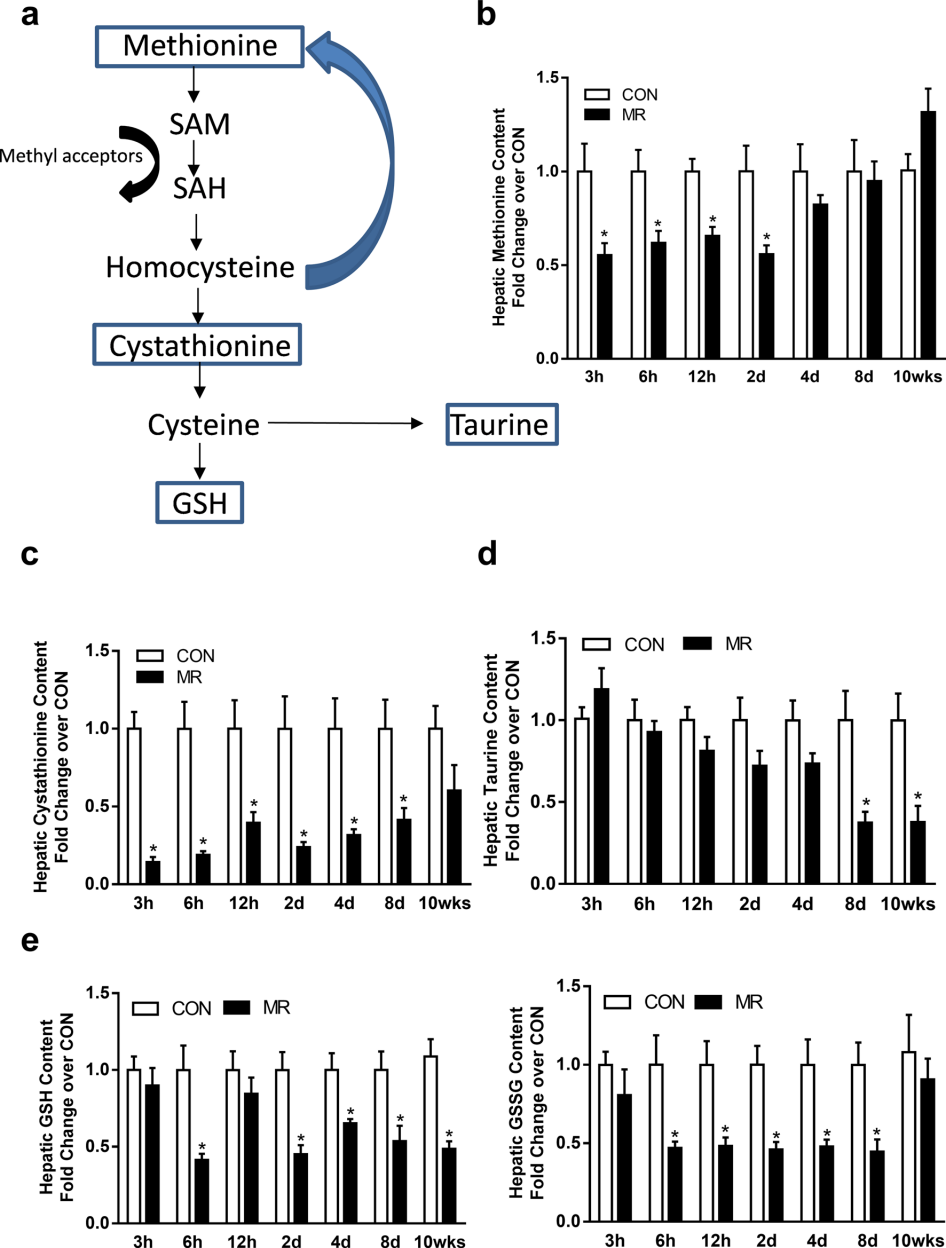
Schematic presentation of methionine metabolism (**a**). Hepatic methionine (**b**), cystathionine (**c**), taurine (**d**), GSH and GSSG (**e**) were measured using metabolomics analysis of mice exposed to Con or MR for 3 h, 6 h, 12 h, 2 days, 4 days, 8 days, and 10 weeks. Data were obtained from n = 8/group and compared between Con and MR for each time point using t-test *p < 0.05. Data are presented as fold induction from Con at each time point.

We previously showed that hepatic FGF21 expression and release were increased within hours of starting the MR diet^5,27^, but the sensing mechanism linking reduced methionine to transcriptional activation of FGF21 is unknown. 

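Liver RNA of 24 male C57BL/6J mice was sequenced, 6 in each of 4 groups. All mice had first been adapted to the Con diet (0.86% methionine), with food removed every night and restored in the morning. At that hour they continued on Con or were switched to the MR diet (0.17% methionine), and livers were taken 3 h or 6 h later. The Lexogen kit primes on the poly(A) tail and reads the 3′ end of each transcript, so that a transcript gives signal whatever its length. The authors obtained the values with the Lexogen pipeline on the Bluebee platform and CLC Genomics Workbench, and the submitters' processing notes name the mouse build GRCm38 and DESeq2. The deposited table that is called raw counts holds whole numbers, but its 24 columns sum to almost the same total. The totals ran from 994641 to 995314 (median 994834) in Con at 3 h, from 994714 to 995265 (median 995054) in MR at 3 h, from 991702 to 994969 (median 994794) in Con at 6 h and from 993941 to 994985 (median 994778) in MR at 6 h. The values are therefore scores that the authors scaled to nearly the same total in each library and rounded, and the number of reads behind them is unknown. A further table by the authors holds the same values divided by 1 size factor per library, between 0.949 and 1.08. Both list 9049 genes, the lowest with a mean of 3 units over the 24 libraries.
From the rounded values, TMM factors between 0.945 and 1.10 were computed, 1 was added and the log2 taken. limma was fitted to all 24 libraries with 1 mean per group, a mean-variance trend and a robust prior, and p-values were adjusted by Benjamini-Hochberg over the 9049 genes, with a threshold of 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. The median 95% interval of a log2 fold change reached 0.24 to either side for genes under 5 units, 0.18 from 5 to 20, 0.16 from 20 to 100 and 0.17 above 100. Gene groups were read from 48 lists of mouse genes written down before the data were examined, 40 of which had at least 5 measured members. Each was tested by camera, which asks whether the genes of a list lie to one side of all other genes, with a preset correlation of 0.01 between genes and again with a correlation estimated from the libraries. Some lists cover themes that the paper reports from these same livers, such as G protein-coupled receptors, translation, FGF receptor signaling and ATF4. Where such a list passes, it is not evidence independent of the paper's result. Reactome pathways were tested by gene permutation in fgsea on genes ranked by the log2 ratio of the group means, where the paper ranked by DESeq2's estimate of the log fold change, and with the mouse sets of another release.
The first principal component held 31.3% of the variance and separated every library of 3 h from every library of 6 h. The second held 14.2% and set Con 6 h mouse m4238 apart at −41.3. MR 3 h mouse m4223 carried transcripts of the pancreas and MR 6 h mouse m4214 transcripts of the adrenal gland, and counts of genes that differ between the diets are also given without these 3 libraries where that changes them by more than 1.5 times, a choice made after the values were seen.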

Based on present findings that the acute effects on methionine metabolism were evident within 3 h of starting the MR diet, we used RNAseq and bioinformatic analysis at the corresponding time points to interrogate the transcriptional responses in livers from mice on the respective diets. To explore the systems biology of acute transcriptional responses to MR, differentially expressed genes were screened against annotated databases to identify gene set enrichment within biological processes and detect activation or inhibition of canonical pathways. 

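After 3 h of MR, no single liver gene passed the test against Con, and some groups of genes lay to one side of the others by small amounts. Genes for G protein-coupled receptors and G protein subunits lay lower, with 22 of 32 measured members at a negative log2 fold change and a median of −0.10. Among them were Ramp2, an accessory protein of calcitonin-like receptors, at −0.40 (standard error 0.13), the G protein gamma subunit Gng10 at −0.36 (standard error 0.13), the adenosine A1 receptor Adora1 at −0.36 and the alpha-1B adrenergic receptor Adra1b at −0.26. Ribosomal protein and respiratory chain genes lay lower as well, and nuclear pore and splicing genes lay higher.
Over all 9049 genes, 0 passed an adjusted p of 0.05 from limma (smallest adjusted p = 0.552), while 603 had an unadjusted p under 0.05, where 452 would by chance. Of the 40 lists tested, 12 passed camera. The receptor list did so at an adjusted p of 0.00436, and of the 12, of which the pancreas list rests on mouse m4223, it was the only list past the threshold with an estimated correlation (adjusted p = 0.0355 with an estimated correlation). None of its members passed over all genes or when adjusted over the list alone. Among Reactome pathways, GPCR ligand binding had a normalized enrichment score of −2.34 (FDR 7.92e-06) and G alpha i signalling events had −2.17 (FDR 1.62e-04). In all, 33 of 540 pathways were lower and 1 was higher at an FDR of 5%, a number that was 19 without m4220, 54 without m4223 and 64 by limma's moderated statistic and that 7 of 100 splits of the mice reached; camera called 18 higher and 32 lower with the preset correlation and 0 with an estimated one. In an exact permutation of the 12 mice no other split was as extreme for the receptor list (p = 0.00216, adjusted p = 0.0866, the lowest that a single list among 40 can reach), and preranked enrichment of the list had an adjusted p of 0.14.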

Gene set enrichment analysis at the 3 h time point showed that RNA biology-dependent pathways were activated, whereas overall translation, energy metabolism, and inhibitory G protein-coupled receptor (GPCR) signaling were suppressed (Fig. 2a). 

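Nuclear pore genes, whose proteins form the channels between nucleus and cytoplasm, lay higher in MR livers at 3 h. Of 25 measured members, 22 had a positive log2 fold change, with a median of 0.11. The members with the smallest p were Nup153, at 0.24 (standard error 0.07), Nup160 at 0.26, Nup98 at 0.23 and Tpr at 0.16. Pre-mRNA splicing genes lay higher by less, with 49 of 71 members positive and a median of 0.06. Prpf6 and Prpf4, components of the spliceosome, had log2 fold changes of 0.32 and 0.23, the RNA helicase Dhx9 had 0.25 and Cdc5l had 0.15. No member of either list passed limma's test at 3 h, over all genes or when adjusted over the list alone.
The nuclear pore list passed camera at an adjusted p of 7.07e-06 (adjusted p = 0.282 with an estimated correlation) and the splicing list at 0.00665 (adjusted p = 0.681 with an estimated correlation). Of 28 mRNA export genes, 18 were positive, with a median of 0.04, and the list did not pass (camera adjusted p = 0.16). Of 20 measured genes of glycolysis, 13 were positive, with a median of 0.05 (camera adjusted p = 0.488); Pfkfb3, which makes the activator of phosphofructokinase, had 0.50 and Gpi1 had 0.16. Among Reactome pathways at 3 h, glucose transport had a normalized enrichment score of 2.16 (FDR 0.297), the regulation of glucokinase by its regulatory protein 2.23 (FDR 0.239), glucose metabolism 1.17 (FDR 0.595) and the metabolism of carbohydrates 1.24 (FDR 0.598). The processing of capped intron-containing pre-mRNA had 0.99 (FDR 0.778), snRNP assembly 1.43 (FDR 0.458) and the transport of mature mRNA −0.61 (FDR 1). Ranked by limma's moderated statistic instead, glucose transport (2.35, FDR 4.46e-05) and glucokinase regulation (2.33, FDR 3.96e-05) passed, and the transport of mature mRNA turned to 0.86 (FDR 0.831). Glucose metabolism (0.90, FDR 0.791), the metabolism of carbohydrates (1.31, FDR 0.202), capped pre-mRNA (1.52, FDR 0.0565) and snRNP assembly (1.76, FDR 0.0565) did not pass by that ranking either. Whether the pathways that passed share genes with the nuclear pore list was not tested. With preranked enrichment the nuclear pore list had an adjusted p of 0.072, and the splicing list 0.2. The splicing call was also lost without MR mouse m4209 (0.0577) or m4210 (0.0763).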

RNA biology includes transport and metabolism of carbohydrates, glycolysis, processing of pre-mRNA, and nuclear import and export events (Table 1). In contrast, both the electron transport chain and general translation were inhibited at 3 h (Table 1). 

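At 3 h, most genes for the respiratory chain and for ribosomes lay slightly lower in MR than in Con livers. Of 73 measured nuclear genes of the respiratory chain and ATP synthase, 62 had a negative log2 fold change, with a median of −0.09. Cox7c, a subunit of cytochrome c oxidase, had −0.31, the ATP synthase subunits Atp5e and Atp5g3 had −0.22 and −0.19, and Uqcr10 of complex III had −0.18. Of 72 cytosolic ribosomal protein genes, 66 were negative, with a median of −0.11 and with Rps7 at −0.33, Rpl22l1 at −0.31, Rpl38 at −0.24 and Rps20 at −0.19. Of 72 mitochondrial ribosomal protein genes, 61 were negative, with a median of −0.08; Mrps16 had −0.18 and Mrps7 had −0.16.
Leaving out 1 mouse, the median ran from −0.14 without m4218 to −0.05 without m4220 for the respiratory chain, from −0.14 without m4216 to −0.07 without m4220 for cytosolic and from −0.11 without m4218 to −0.05 without m4220 for mitochondrial ribosomal proteins. No gene of these 3 lists passed limma's test, over all genes or when adjusted over the list alone. As lists they passed camera, at an adjusted p of 2.08e-08 for the respiratory chain (adjusted p = 0.681 with an estimated correlation), 1.31e-08 for cytosolic ribosomal proteins (adjusted p = 0.694 with an estimated correlation) and 8.25e-07 for mitochondrial ribosomal proteins (adjusted p = 0.681 with an estimated correlation). Of 25 genes for factors of the ternary complex and the 43S complex, 14 were negative, with a median of −0.01 and a mean of 0.01 (camera adjusted p = 0.579), and of 16 genes for cap binding and elongation factors, 12 were positive, with a median of 0.03 (camera adjusted p = 0.334). Among Reactome pathways at 3 h, the electron transport chain had a normalized enrichment score of −2.18 (FDR 8.01e-05), translation −1.91 (FDR 2.30e-04), peptide chain elongation −2.17 (FDR 3.02e-05) and formation of the ternary and 43S complexes −1.86 (FDR 0.00728). Since the list of ternary and 43S factors did not pass, that last score does not show lower RNA of the factors themselves. Neither measures formation of the complexes. Exact permutation of the 12 mice left the respiratory chain at an adjusted p of 0.582, the cytosolic ribosomal proteins at 0.592 and the mitochondrial ones at 0.594.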

Suppression of general translation was also the major enriched pathway after 6 h MR (Fig. 2b, Table 1), and this finding was consistent with the predicted shortage of Met-tRNA and a corresponding suppression of ternary complex formation at these early time points (Fig. 1b, Table 1). 

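At 6 h, genes for ribosomal proteins again lay lower in MR livers, while those for initiation factors went both ways. Of the 72 cytosolic ribosomal protein genes, 62 had a negative log2 fold change, with a median of −0.11, and of the 72 mitochondrial ones 56 did, with a median of −0.06. None of either list passed limma's test over all genes or when adjusted over the list alone, and MR mouse m4242 had the lowest score of the cytosolic list, −0.20 against −0.07 or more in the other 5 MR mice. Of the 25 genes for factors of the ternary complex and the 43S complex, 1 was higher, none was lower and 24 did not pass (3 higher when adjusted over the list alone). Without the 3 libraries that stand apart, none was higher over all genes and 1 was when adjusted over the list alone. Eif3c, a subunit of the initiation factor that recruits the 40S subunit, rose from 110 ± 4.13 to 141 ± 12.9 units (SD, n = 6 per diet), a log2 fold change of 0.36 (standard error 0.07, adjusted p = 0.0168 from limma), and lay higher in every MR mouse than in every Con mouse. It is labelled in Fig. 3a, chosen by the study on these samples, and without MR mouse m4219 its adjusted p was 0.053, and 0.0983 without the 3 libraries that stand apart. The eIF2 subunits, which carry the initiator Met-tRNA in the ternary complex, did not pass, with 0.26 for Eif2s2 and −0.20 for Eif2s1.
Without Con mouse m4221 the median of the cytosolic ribosomal proteins was −0.07, and without m4238 that of the mitochondrial ones −0.04. By camera, the cytosolic ribosomal proteins had an adjusted p of 6.50e-07 (adjusted p = 0.548 with an estimated correlation) and the mitochondrial ones 1.27e-04 (adjusted p = 0.548 with an estimated correlation). The ternary and 43S list had a median of −0.05 and a mean of 0.00 (camera adjusted p = 0.893), and 16 cap binding and elongation factors had a median of 0.00 (camera adjusted p = 0.897). Among Reactome pathways at 6 h, translation had a normalized enrichment score of −1.81 (FDR 0.0447), peptide chain elongation −2.04 (FDR 0.0302), formation of the ternary and 43S complexes −1.40 (FDR 0.288) and the electron transport chain −1.37 (FDR 0.295). Ranked by limma's moderated statistic instead, the ternary and 43S complexes and the electron transport chain passed as well. Their negative scores then had sizes of 1.77 (FDR 0.0125) and 1.98 (FDR 9.70e-04). As the list of ternary and 43S factors did not pass camera, the score of that pathway does not show lower RNA of the factors themselves. Respiratory chain genes had a median of −0.05, with 51 of 73 negative (camera adjusted p = 0.00313, adjusted p = 0.661 with an estimated correlation), and that call was lost without Con mouse m4221 (0.15; median −0.01) or once a trend of the statistic on transcript length was removed (0.369). Exact permutation of the 12 mice left the cytosolic and mitochondrial ribosomal proteins at adjusted p-values of 0.362 and 0.33.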

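Cytosolic tRNA synthetases, which load amino acids onto tRNAs, had small positive log2 fold changes at 3 h and rose in part at 6 h. At 3 h, 19 of 22 measured members were positive, with a median of 0.05, and none passed over all genes or when adjusted over the list alone (camera adjusted p = 0.0597, adjusted p = 0.813 with an estimated correlation). At 6 h, 8 of the 22 were higher and none lower (11 higher when adjusted over the list alone), with a median of 0.25. The synthetases for alanine (Aars, 0.65), isoleucine (Iars, 0.62), serine (Sars, 0.54), leucine (Lars, 0.52), glycine (Gars, 0.46) and asparagine (Nars, 0.45) rose, as did Cars and Mars, while those for threonine (Tars, 0.42), histidine (Hars, 0.03) and lysine (Kars, 0.00) did not pass. The list passed camera at 6 h at an adjusted p of 7.05e-11 (adjusted p = 0.0695 with an estimated correlation), and an exact permutation of the mice gave 0.108. Without the 3 libraries that stand apart, 5 of the 22 were higher (11 when adjusted over the list alone), with Aars, Iars and Gars no longer past the threshold (adjusted p = 0.0683, 0.0561 and 0.0742). Of its 22 members, 11 also stand in the list of ATF4 targets; the other 11 had a median of 0.02 with none past the test, and 7 of the 8 that rose are labelled in Fig. 3a, where the study chose them on these samples, so that they are not independent evidence.
Of 48 measured genes of FGF receptor signaling, 31 had a positive log2 fold change at 3 h, with a median of 0.05, and 33 at 6 h, with a median of 0.08. At 6 h only Trib3, also in the list of ATF4 targets, was higher over all genes (5 higher when adjusted over the list alone). Without the 3 libraries that stand apart, 1 was higher over all genes and 1 when adjusted over the list alone. The receptor Fgfr4 had 0.32 at 6 h, the adaptor Frs2 0.24 and the phosphoinositide 3-kinase subunit Pik3r1 0.34. The list passed camera at 6 h at an adjusted p of 8.72e-04 (adjusted p = 0.0695 with an estimated correlation) and at 3 h at 0.0358 (adjusted p = 0.515 with an estimated correlation), where the call was lost without Con mouse m4205 (0.0609) or m4220 (0.136) or MR mouse m4208 (0.121), m4209 (0.0577) or m4210 (0.0763), with a trend on transcript length (0.284) or on length and GC content (0.118) removed and with preranked enrichment (0.146); preranked enrichment also ended the 6 h call (0.0923). For the FGF receptor list, exact permutation of the mice gave an adjusted p of 0.0433 at 6 h, with no other split as extreme, and 0.371 at 3 h. Of 20 glycolytic genes none passed at 6 h, with a median of 0.07 (camera adjusted p = 0.131). Of 12 genes of gluconeogenesis none passed over all genes and 2 were higher when adjusted over the list alone, with a median of 0.18 and with G6pc, the last enzyme of glucose release, at 0.64 (camera adjusted p = 0.0149, adjusted p = 0.368 with an estimated correlation); this call was lost without Con mouse m4221 (0.0661; median 0.11) or MR mouse m4219 (0.0746). Of 40 targets of PPARα, 21 were positive at 3 h, with a median of 0.02, and 26 at 6 h, with a median of 0.04, and only Fgf21 passed, at 6 h, and none without the 3 libraries (camera adjusted p = 0.744 and 0.26). Reactome's downstream signaling of activated FGFR had normalized enrichment scores of 1.17 at 3 h (FDR 0.59) and 1.77 at 6 h (FDR 0.185), lipid regulation by PPARα had 1.33 (FDR 0.534) and 1.44 (FDR 0.321), and the metabolism of carbohydrates had 1.34 at 6 h (FDR 0.301). Ranked by limma's moderated statistic instead, FGFR (2.27, FDR 8.04e-06) and carbohydrates (1.52, FDR 0.0184) passed at 6 h. FGFR at 3 h (FDR 0.741) and PPARα at 3 h (FDR 0.0998) and 6 h (FDR 0.0582) did not.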

Reactome pathways upregulated after both 3 and 6 h MR include tRNA aminoacylation, downstream signaling of activated Fibroblast Growth Factor Receptor, carbohydrate metabolism, and regulation of lipid metabolism by peroxisome proliferator activated receptor alpha (Table 1, Fig. 2b). Metabolomics analysis of hepatic amino acids complemented the gene set enrichment data by showing that although methionine concentrations were reduced by 50% after 3 h of MR (Fig. 1b), Glycine (Gly) concentrations were actually increased at this time point. In addition, Gly, Leucine (Leu), Ileucine (Ile), Phenylalanine (Phe), Glutamic acid (Glu), and Tryptophan (Trp) concentrations were all significantly increased by MR at the 6 h time point (Fig. 2c). As shown in Table 2, Alanine (Ala), Aspartic acid (Asp), Cysteine (Cys), Serine (Ser), Glutamine (Gln), Proline (Pro), and Asparagine (Asn) were not provided in the diet. Analysis of differential gene expression identified a significant number of hepatic genes previously associated with MR-induced effects on the ISR through activation of ATF4 and Nuclear factor erythroid 2-related factor 2 (NFE2L2)^27^. 

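After 6 h of MR, 67 liver genes differed from Con, 55 of them higher and 12 lower. The largest rises were those of Fgf21, which encodes a hormone of the liver, and Chac1, whose product degrades glutathione. Fgf21 rose from 11.5 ± 7.84 to 107 ± 44.1 units (SD, n = 6 per diet), a ratio of 9.33 and a log2 fold change of 3.20 (standard error 0.64, adjusted p = 0.0168 from limma), and Chac1 from 2.86 ± 2.55 to 30.6 ± 17.7, a log2 fold change of 3.07 (standard error 0.50, adjusted p = 0.00215 from limma). Enzymes of serine and one-carbon synthesis followed, with Psat1 (phosphoserine aminotransferase) at 1.98 and the mitochondrial folate enzyme Mthfd2 at 1.89. The thioredoxin reductase gene Txnrd1 rose by 0.25 on the log2 scale and the aldehyde oxidase gene Aox1 by 0.65, from 21.9 ± 2.66 to 34.8 ± 3.08 units (SD, n = 6 per diet).
Further genes that rose were Ddit4, an inhibitor of mTOR signaling, at 1.38, Extl1 at 1.24, the glutamine transporter Slc38a2 at 0.87, and Inhbe, which encodes a subunit of activin E, at 0.76. Ern1, a sensor of the unfolded protein response, rose by 0.49 and the transcription factor Cebpg by 0.42. Among the 12 that fell were Ncf1, a subunit of the phagocyte oxidase, which fell by 0.61 on the log2 scale, Serpinb6b, by 0.58, and Plscr1, by 0.52. Every MR mouse lay above every Con mouse for Fgf21, Chac1, Psat1, Mthfd2, Extl1, Slc38a2, Inhbe, Aox1 and Txnrd1 (exact two-sided permutation test, p = 0.00216, the smallest p that 6 mice against 6 allow), and for Ddit4 5 of 6 did (exact permutation p = 0.00866). Of the 67 genes, 33 are labelled in Fig. 3a and 30 stand in one of the 48 lists. Another 29 stand in neither, among them the chromatin regulator Setd1a (0.37), the transcription factors Tfe3 (0.48) and Nfe2l1 (0.33) and the RNA demethylase Alkbh5 (0.22), which were named after their values were seen; without the 3 libraries that stand apart none of these 4 passed (adjusted p = 0.197, 0.0683, 0.0714 and 0.16).
The 9049 genes held 1282 with an unadjusted p under 0.05. The count was 116 with limma's array weights, 22 without the 3 libraries that stand apart and 42 when limma saw only the 12 libraries of 6 h, and leaving out 1 mouse at a time it lay between 33 and 76. The calls of Inhbe, Txnrd1, Ern1, Ncf1, Serpinb6b and Plscr1 were each lost when any 1 of 4 to 9 of the mice was left out, at adjusted p-values up to 0.107, and those of the other named genes, from Fgf21 to Cebpg, were kept without any 1 mouse. Without the 3 libraries together, Fgf21 (adjusted p = 0.0887), Ddit4 (0.094) and Aox1 (0.111) did not pass either, with log2 fold changes of 3.17, 1.21 and 0.59.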

Figure 3a illustrates that these genes were upregulated at 6 h but minimally affected at 3 h. 

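Of the 48 genes labelled in Fig. 3a, 45 were measured, and each of these had a larger log2 fold change at 6 h than at 3 h. At 6 h, 33 of the 45 were higher and none lower (45 higher when adjusted over the list alone), with log2 fold changes from 0.25 to 3.20 and a median of 0.54. At 3 h, none passed over all genes (1 higher when adjusted over the list alone), 37 had a positive log2 fold change, and they ran from −0.31 to 0.48 with a median of 0.07. Without the 3 libraries that stand apart, 18 of the 45 were higher at 6 h (45 when adjusted over the list alone). The study chose these genes on these samples for their difference at 6 h. Neither their direction at 6 h nor their larger change at 6 h than at 3 h is therefore independent evidence.
The change of the MR effect between the times was itself tested as an interaction. It passed over all genes for 6, all of them labelled in Fig. 3a (33 when adjusted over the list alone). The interaction contains the 6 h difference by which the study chose the labelled genes, so the count of 33 is not independent evidence. Trib3, a pseudokinase that binds ATF4 and Akt, was at 2.66 units in both diets at 3 h, and at 6 h rose from 3.84 ± 0.617 in Con to 12.0 ± 1.48 in MR (SD, n = 6 per diet), so that its MR effect grew by 1.43 on the log2 scale (standard error 0.16, adjusted p = 2.07e-05 from limma). Sesn2, a sensor that restrains mTORC1, grew by 1.31 (adjusted p = 0.0103 from limma), from 3.01 ± 0.832 in Con to 7.79 ± 1.65 units in MR at 6 h (SD, n = 6 per diet). The cysteinyl-tRNA synthetase gene Cars grew by 0.99 (adjusted p = 0.0482), with 22.7 ± 4.84 against 47.6 ± 8.51 units at 6 h. Ikbkg, the regulatory subunit of the IκB kinase, grew by 0.71 (adjusted p = 0.0103), with 21.0 ± 2.27 against 33.7 ± 2.1, the methionyl-tRNA synthetase gene Mars by 0.70 (adjusted p = 0.0364), with 31.6 ± 4.66 against 52.4 ± 7.62, and Eif4ebp1, the repressor of cap-dependent translation, by 0.60 (adjusted p = 0.0396), with 59.8 ± 7.39 against 94.0 ± 12.1. At 3 h the MR effects on these 5 were −0.17, 0.06, −0.05, 0.02 and 0.04. For Fgf21 and Chac1 the interaction was 2.73 and 2.65 and did not pass (adjusted p = 0.512 and 0.272), with a wide spread between mice.
Leaving out 1 of the 24 mice ended the interaction call of Cars in 20 cases, of Eif4ebp1 in 18 and of Mars in 14, up to adjusted p-values of 0.13, 0.101 and 0.0991, and that of Trib3, Sesn2 and Ikbkg in none. Without the 3 libraries that stand apart, 2 genes passed, Trib3 and Sesn2.

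**Figure D1:**
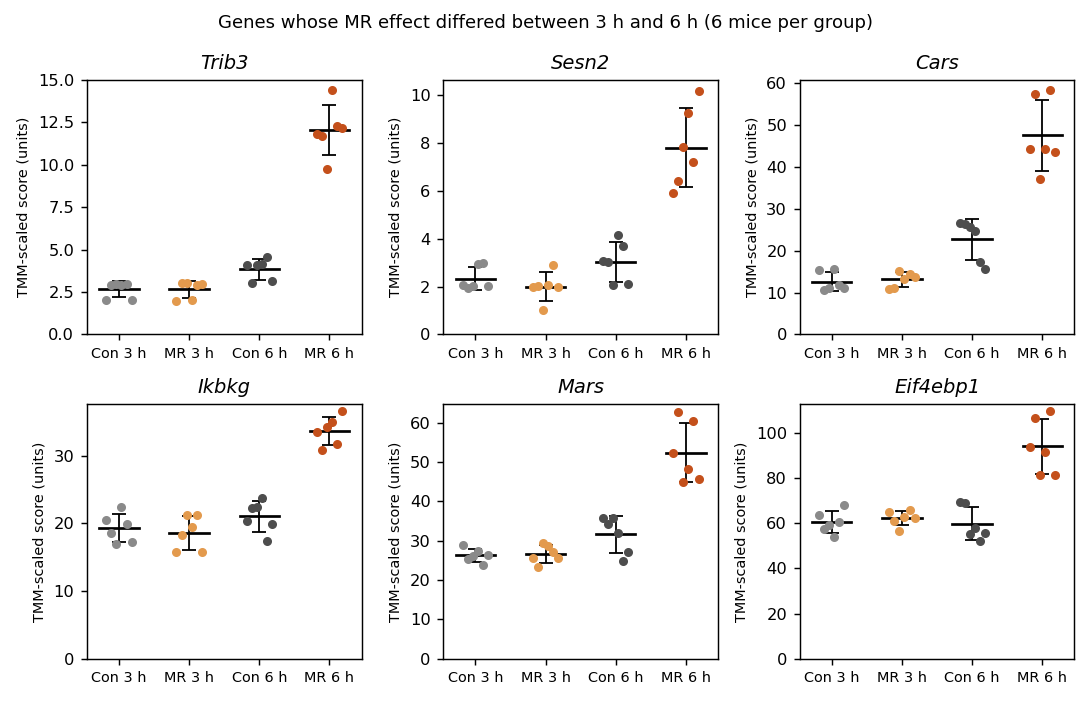
Liver levels of the 6 genes whose MR effect differed between 3 h and 6 h, in TMM-scaled units of the score from 0 on the vertical axis, for Con and MR mice at each time. Points are mice (6 per group), lines are means and bars are SD; at 6 h every MR mouse lies above every Con mouse for each of the 6 genes, and at 3 h the means of the diets lie close together.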

Upstream regulator analysis of the 6 h time point, in comparison to the 10 week time point, was used to identify acutely activated transcription factors that may or may not have been chronically affected by MR (Fig. 3b). This algorithm predicts changes in transcription factor activity based on observed patterns of change in gene expression. The analysis identified changes consistent with an ISR mediated in part through strong ATF4 activation at the 6 h time point that persisted at 10 weeks, and a significant activation of NFE2L2 at both time points (Fig. 3b). For example, a detailed analysis of known ATF4 target genes in mouse liver showed that expression of ATF4 itself, Glutathione-specific gamma-glutamylcyclotransferase (*Chac1*), DNA Damage Inducible Transcript 4 (*Ddit4*), Eukaryotic initiation factor 4e binding protein 1 (*Eif4ebp1*), Sestrin 2 (*Sesn2*), Solute Carrier Family 7 Member 5 (*Slc7a5*), and Tribbles homolog 3 (*Trb3*) were increased after 6 h MR but to a lesser extent after 10 weeks on the MR diet (Fig. 3c). 

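At 6 h, targets of ATF4, the transcription factor of the ISR, rose as a group in MR livers. Of 40 measured members of the list, 20 were higher and none lower (34 higher when adjusted over the list alone), 39 had a positive log2 fold change, and the median was 0.58; without the 3 libraries that stand apart 13 were higher (33 when adjusted over the list alone), with a median of 0.56. Atf4 itself was at 155 ± 39.4 units in Con and 204 ± 15.7 in MR (SD, n = 6 per diet), a log2 fold change of 0.43 that did not pass (standard error 0.17, adjusted p = 0.268 from limma). Asns, the asparagine synthetase gene, was at 10.1 ± 4.29 and 26.4 ± 15.2 units, a log2 fold change of 1.26 that did not pass either (standard error 0.36, adjusted p = 0.115 from limma), with MR mouse m4239 at 55.4 and the other 5 MR mice at 26.6 or less. The transporter subunit Slc3a2, which pairs with amino acid carriers, rose by 0.38 on the log2 scale, a call lost when any 1 of 5 mice was left out. Con mouse m4241 had the lowest score of this list, −0.35 against −0.08 or more in the other 5 Con mice. Targets of NFE2L2, the factor of the antioxidant response, lay higher by less, with 32 of 36 positive and a median of 0.17. Of these, 2 were higher and none lower (6 higher when adjusted over the list alone), Aox1 and Txnrd1, neither of which passed without the 3 libraries (adjusted p = 0.111 and 0.0887). In that fit 1 other member of the list was higher (6 members when adjusted over the list alone). Gclc, the catalytic subunit of glutathione synthesis, went from 251 to 341 units (log2 fold change 0.45, adjusted p = 0.0808), Ugdh had 0.41, Me1 0.78 and the pentose phosphate enzyme Tkt 0.33, none of which passed. Nfe2l2 itself had 0.01 (adjusted p = 0.974).
The ATF4 list passed camera at an adjusted p of 9.04e-44 and kept it when the correlation was estimated (adjusted p = 4.69e-05 with an estimated correlation). An exact permutation of the 12 mice gave an adjusted p of 0.0433, with no other split of the 12 mice giving a median as far from that of all genes. Of its 40 members, 19 are labelled in Fig. 3a, chosen by the study on these samples; the other 21 had a median of 0.39, with 1, Gars, past the test. The NFE2L2 list passed camera at an adjusted p of 8.58e-06 (adjusted p = 0.0868 with an estimated correlation), and 3 of its members are labelled in Fig. 3a; the other 33 had a median of 0.16. At 3 h neither list passed, with medians of 0.05 for ATF4 targets and 0.04 for NFE2L2 targets (camera adjusted p = 0.334 and 0.32). The change of the MR effect between the times passed for both, with a median of 0.45 for ATF4 targets (camera adjusted p = 7.86e-36, adjusted p = 1.92e-04 with an estimated correlation) and of 0.10 for NFE2L2 targets (camera adjusted p = 0.0052, adjusted p = 0.501 with an estimated correlation). From such patterns of change among target genes, the paper proposes an ISR mediated in part through ATF4 at 6 h, together with an activation of NFE2L2.

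**Figure D2:**
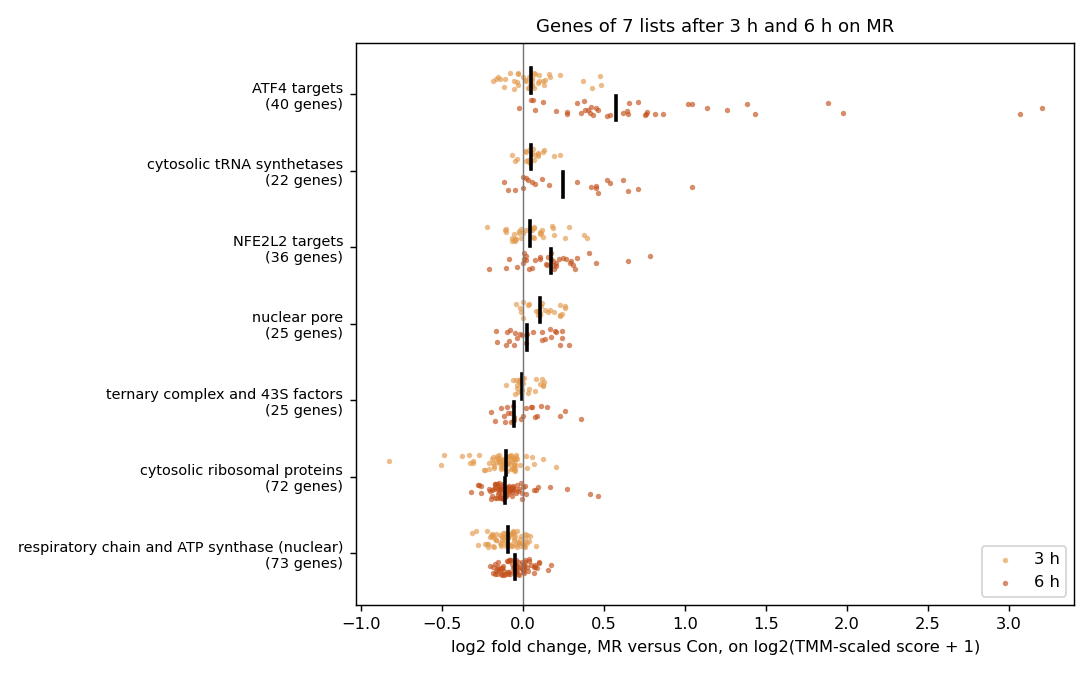
Log2 fold change of MR against Con at 3 h and 6 h for the measured members of 7 gene lists. Each point is a gene and each black bar the median of the list; the ATF4 targets (40 genes) move from a median of 0.05 at 3 h to 0.58 at 6 h, while the ribosomal proteins (72 genes) have a median of −0.11 at both times.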

The MR-induced increases in other components of this gene set (cysteinyl-tRNA synthetase, *Cars*; methionyl -tRNA synthetase, *Mars*; Phosphoserine Aminotransferase, *Psat1*; *FGF21*) were also significantly lower after 10 weeks of MR than after 6 h (Fig. 3c). In contrast, the prototypical ATF4 target gene, Asparagine Synthetase (*ASNS*) was upregulated to a greater extent after chronic consumption of the MR diet (Fig. 3c). Collectively, the findings suggest that ATF4 is not the sole transcriptional mediator of MR and that the diet is producing additional regulatory input to genes of the ISR^27^.

**Figure 2:**
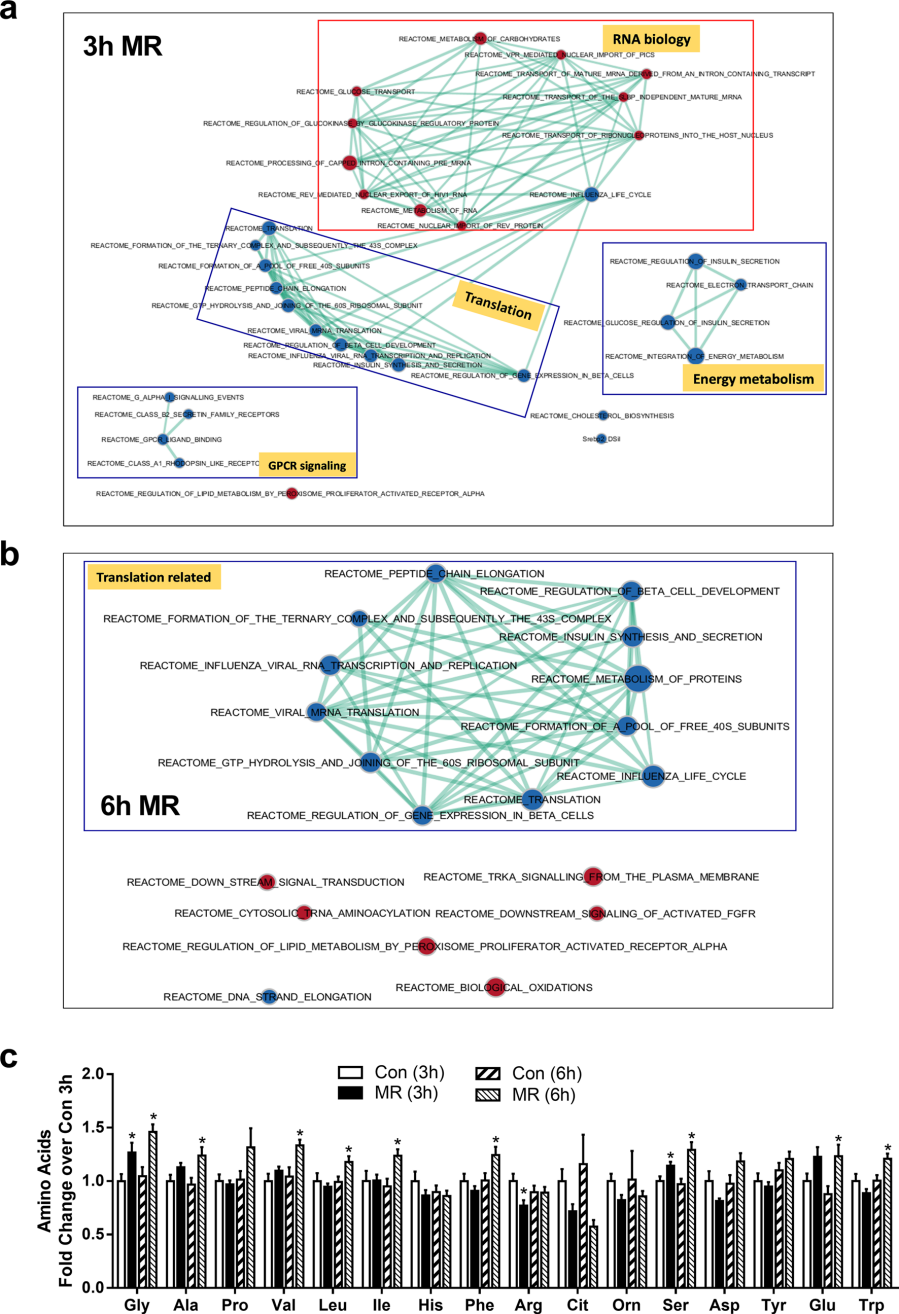
GSEA from livers of mice exposed to Con or MR for either 3 h (**a**) or 6 h (**b**). GSEA was derived from RNAseq of each 6 liver samples from mice fed either Con or MR for 3 h and 6 h and analyzed as described in Methods. Data was analyzed via EnrichmentMap (version 2.2.1, apps.cytoscape.org/enrichmentmap) and visualized in Cytoscape (version 3.8.0, www.cytoscape.org). (**c**) Hepatic amino acids of mice exposed to Con or MR for 3 h and 6 h were quantified using metabolomics analysis. Data were obtained from n = 8/group and compared between Con and MR for each time point using unpaired t-test *p < 0.05. Data are presented as fold induction from Con at 3 h.

**Table 1:** Significantly up/down-regulated Reactome pathways in MR at 3 h, 6 h.

Reactome pathways	DnMR MRvsCon 3 h	DnMR MRvsCon 6 h	UpMR MRvsCon 3 h	UpMR MRvsCon 6 h
Biological oxidations				2.396715
Cholesterol biosynthesis	**−** 3.4078822			
Class A1 rhodopsin like receptors	**−** 2.326375			
Class B2 secretin family receptors	**−** 2.7220101			
Cytochrome P450 arranged by substrate type			2.046408	
Cytosolic TRNA aminoacylation			**2.4205055**	**2.5490904**
Dna strand elongation		**−** 2.992151		
Down stream signal transduction				2.1664991
Downstream events in GPCR signaling	**−** 1.818265			
Downstream signaling of activated FGFR			**1.955468**	**2.2847009**
Electron transport chain	**−** **3.843558**	**−** **2.3826458**		
Extension of telomeres		**−** 2.291407		
Formation of a pool of free 40s subunits	**−** **4.3410554**	**−** **4.1107283**		
Formation of the ternary complex and subsequently the 43s complex	**−** **2.4353325**	**−** **2.7291327**		
G alpha I signalling events	**−** 2.689316			
G alpha S signalling events	**−** 1.9093605			
Generic transcription pathway				2.0528708
Glucose metabolism			2.250311	
Glucose regulation of insulin secretion	**−** 2.473282			
Glucose transport			2.9154043	
GPCR ligand binding	**−** 3.0853083			
GTP hydrolysis and joining of the 60s ribosomal subunit	**−** **3.8503613**	**−** **3.6869833**		
Immunoregulatory interactions between a lymphoid and a non lymphoid cell		**−** 2.164804		
Influenza life cycle	**−** **3.3765147**	**−** **2.6112316**		
Influenza viral RNA transcription and replication	**−** **4.57597**	**−** **3.2909338**		
Insulin synthesis and secretion	**−** **4.889476**	**−** **4.9580593**		
Integration of energy metabolism	**−** 2.2607431			
IRS related events				2.1780689
Lagging strand synthesis		**−** 2.2954504		
Metabolism of carbohydrates			**3.0271425**	**2.0608919**
Metabolism of lipids and lipoproteins				2.4643822
Metabolism of proteins	**−** 2.4172044	**−** 2.664845		
Metabolism of RNA			2.5664449	
Muscle contraction	**−** 2.0547333			
NEP NS2 interacts with the cellular export machinery			2.4746692	
Nuclear import of Rev protein			2.384731	
Peptide chain elongation	**−** **4.97241**	**−** **4.264338**		
Peptide ligand binding receptors	**−** 1.811924			
Phase 1 functionalization of compounds				1.983418
PI3K AKT signaling				2.1251023
Processing of capped intron containing pre MRNA			2.570463	
Regulation of beta cell development	**−** **4.3684816**	**−** **3.691408**		
Regulation of gene expression in beta cells	**−** **4.5289383**	**−** **3.8040934**		
Regulation of glucokinase by glucokinase regulatory protein			2.8642175	
Regulation of insulin secretion	**−** 2.7360766			
Regulation of lipid metabolism by peroxisome proliferator activated receptor alpha			**2.6033673**	**2.2035155**
Rev mediated nuclear export of HIV1 RNA			2.5740607	
Signaling by EGFR				2.0452437
Signalling by NGF				2.2262647
Smooth muscle contraction	**−** 1.9416506			
Snrnp assembly			2.6126812	
Steroid metabolism	**−** 1.9754717			
Translation	**−** **3.1805887**	**−** **3.5010388**		
Translation initiation complex formation	**−** **1.8502407**	**−** **2.1808248**		
Transmembrane transport of small molecules			2.0095303	
Transport of mature MRNA derived from an intron containing transcript			2.6713839	
Transport of ribonucleoproteins into the host nucleus			2.5720353	
Transport of the SLBP independent mature MRNA			2.743715	
TRKA signalling from the plasma membrane				2.338559
TRNA aminoacylation			**2.127703**	**1.9886005**
Viral MRNA translation	**−** **4.902635**	**−** **4.0746527**		
VPR mediated nuclear import of pics			2.750522	

Reactome pathways that are significantly (FDR < 5%) up- or down-regulated in MR at 3 h and 6 h were identified via GSEA pre-ranked. Pathways identified in > 1 condition are highlighted. Several pathways share genes among them—these are identified via Enrichment Map analysis (Fig. 2A,B).

**Table 2:** Dietary amino acid composition.

	Con (%)	MR (%)
Glutamic acid	2.7	3.39
Proline (Pro)	0	0
Leucine (Leu)*	1.11	1.11
Lysine (Lys)*	1.8	1.8
Valine (Val)*	0.82	0.82
Aspartate (Asp)	0	0
Serine (Ser)	0	0
Tyrosine (Tyr)	0	0
Isoleucine (Ile)*	0.82	0.82
Phenylalanine (Phe)*	1.16	1.16
Threonine (Thr)*	0.82	0.82
Arginine (Arg)	1.12	1.12
Histidine (His)	0.33	0.33
Alanine (Ala)	0	0
Methionine (Met)*	0.86	0.17
Glycine (Gly)	2.33	2.33
Tryptophan (Trp)*	0.18	0.18
Cystine (Cys)	0	0

*Indicates essential amino acids.

**Figure 3:**
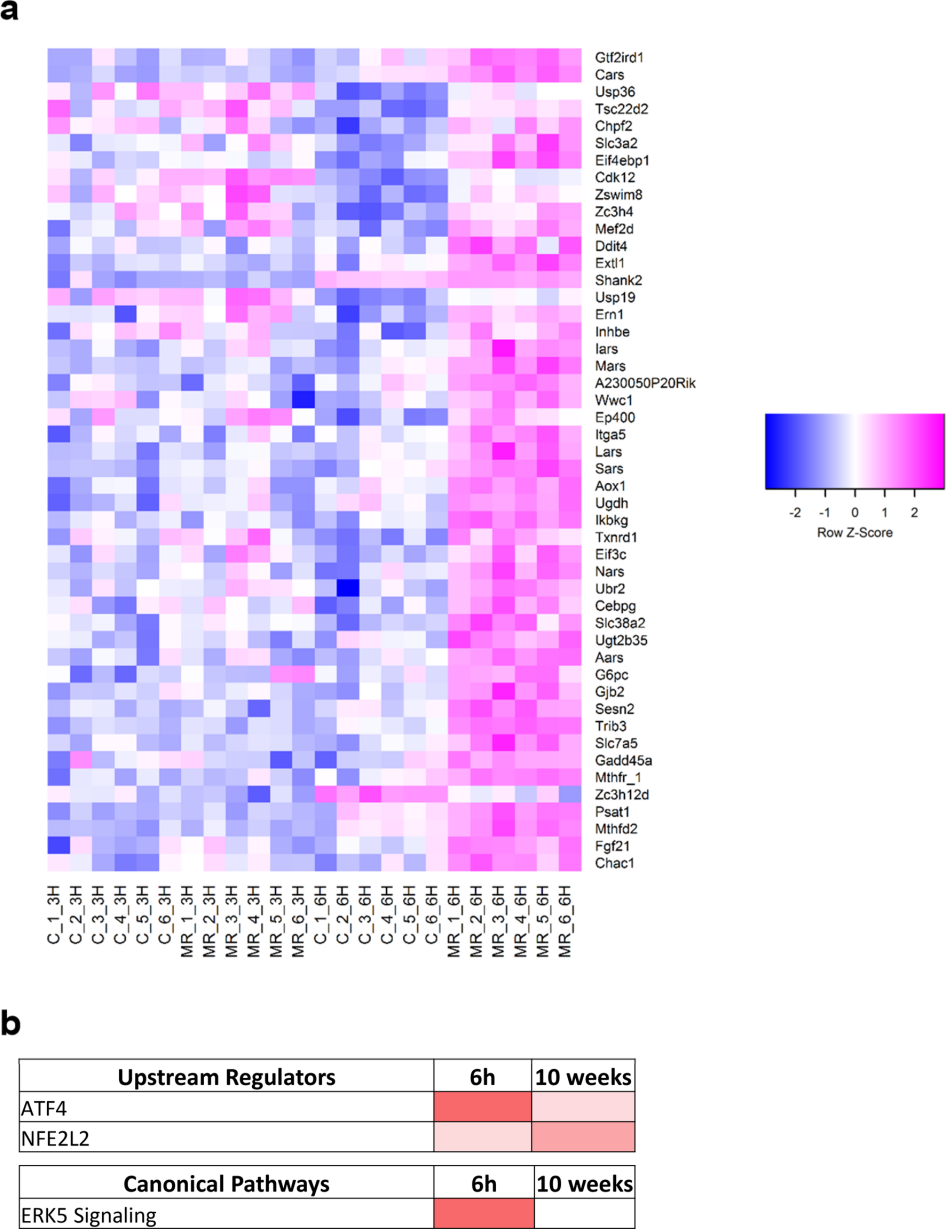

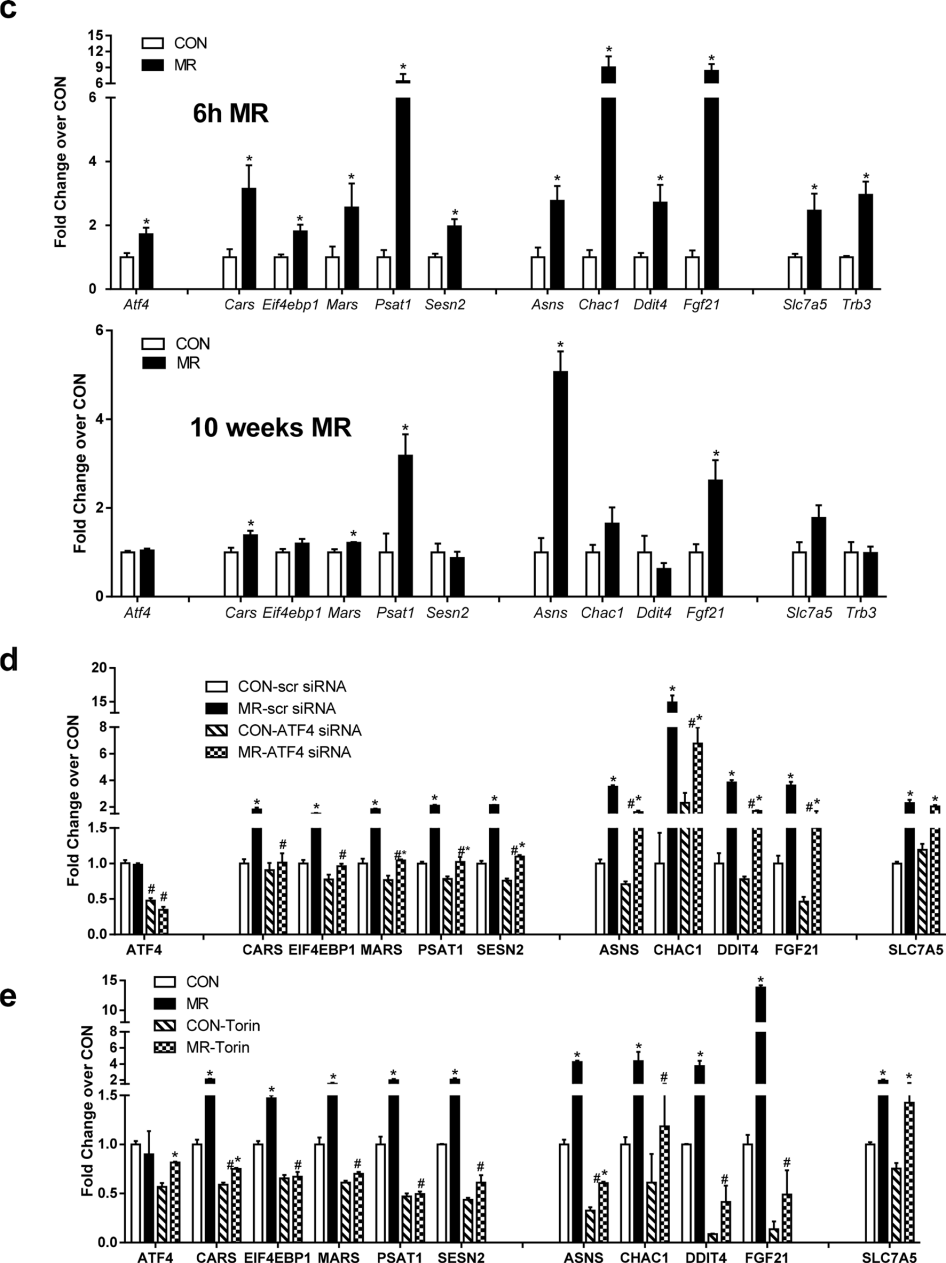
Heatmap of liver genes induced after 6 h on MR (**a**). Genes significantly different in MR versus Con at 6 h (FDR <  = 0.001) are presented based on the magnitude of fold changes. The expression of these genes was measured using RNAseq and is shown for each of the 3 h and 6 h samples. Heatmaps were constructed via the gplots package in R (version 2.2.0, https://cran.r-project.org/web/packages/gplots/index.html) (**b**) Comparison of liver samples from mice fed Con or MR for either 6 h or 10 weeks. Upstream regulators and canonical pathways were identified by IPA analysis and are shown according to z-scores (n = 6/group; activating in red). (**c**) Gene expression in mouse livers after either 6 h (upper panel) or 10 weeks (lower panel) on Con or MR was determined by qPCR (n = 8/group). (**d**) HepG2 cells were transfected with either scrambled or ATF4 siRNA and gene expression was measured after cultivation for 6 h in either Con or MR media. (**e**) HepG2 cells were treated with either vehicle (DMSO) or Torin (200 nM) and then exposed to either Con or MR media for 6 h. Data for HepG2 cells were obtained from at least two independent experiments with duplicates, and fold induction was averaged. Data were compared between Con and MR and between MR and MR with ATF4siRNA (**D**) or MR with Torin (**E**) for each gene using unpaired t-test and are presented as fold induction from Con. * Means annotated with an asterisk differ from Con at p < 0.05, while means differing between MR without and MR with ATF4siRNA (**D**) or Torin (**E**) at p < 0.05 are annotated with the pound symbol ^#^.

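At an adjusted p of 0.001 or less from limma, 10 genes were higher in MR than in Con at 6 h and none was lower. These were Trib3, Sesn2, Cars, Slc38a2, Mars, Ikbkg, Eif4ebp1, Extl1, Sars and Gjb2, and all are labelled in the heatmap. Trib3 had the smallest adjusted p, 1.83e-08 from limma, and Slc38a2, Mars, Ikbkg and Eif4ebp1 shared 9.12e-05. When limma saw only the 12 libraries of 6 h, 1 gene passed this threshold, and without the 3 libraries that stand apart 2 genes did.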

To further clarify the role of ATF4 as a mediator of the acute ISR to MR, we used siRNA to knock down ATF4 in HepG2 cells prior to in vitro methionine restriction. ATF4 siRNA produced a 50% decrease in ATF4 mRNA that was sufficient to blunt but not block the MR-induced increases of some ATF4 target genes (e.g., ASNS, CHAC1, DDIT4, FGF21), while fully inhibiting MR-induced increases of other ATF4 target genes (e.g., CARS, MARS, EIF4EBP1, PSAT1, and SESN2) (Fig. 3d). The knockdown of ATF4 also appeared to modestly reduce basal expression of approximately 6 of the 10 genes in control cells (Fig. 3d). Induction of the hepatic ATF4 target genes (*Cars, Mars, Eif4ebp1, Psat1, Sesn2*) by MR is not dependent on Gcn2 as it is similar between wild type and Gcn2^−/−^ mice fed the MR diet for 6 h (supplementary Fig. S1). Activation of eIF2α by phosphorylation is the canonical path to ATF4 activation, but it was reported earlier that hepatic eIF2α phosphorylation was actually decreased after consuming the MR diet for 6 h^27^. An alternative mechanism of regulating ATF4 target genes has been described by Park et al.^30^, who showed that the mTOR inhibitor, Torin, inhibited ATF4-sensitive genes through a mechanism that was independent of eIF2α phosphorylation and involved mTOR-dependent stabilization of ATF4 by eIF4E-BP1. Notably, both hepatic ATF4 and eIF4E-BP1 are acutely increased by MR at the 6 h time point (Fig. 3c). To assess the involvement of mTOR in the acute ATF4-dependent induction of genes by MR, we treated HepG2 cells with Torin to inhibit mTOR and examined the ability of MR to induce our set of ISR and ATF4 target genes. As shown in Fig. 3e, Torin significantly reduced the induction of CHAC1, DDIT4, and FGF21 by MR, and completely blunted the induction of MARS, EIF4EBP1, PSAT1, SESN2, CARS and ASNS by MR. In addition, Torin significantly reduced basal expression of most of the genes in control cells (Fig. 3e). In contrast, the induction of SLC7A5 expression by MR was unaffected by mTOR inhibition (Fig. 3e). Collectively, these findings show that knockdown of ATF4 or inhibition of mTOR are effective in compromising the ability of MR to induce many of the genes involved in the ISR program.

Next, we examined the signaling processes that may activate mTOR while general translation is coincidently repressed by limited methionine. Growth factors can activate mTOR through either Erk or Akt phosphorylation and subsequent inhibitory phosphorylation of Tuberous Sclerosis Complex 2 (TSC2)^42,43^. 

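Genes that respond to insulin went both ways in MR livers at 6 h. Of 23 measured members, 16 had a positive log2 fold change, with a median of 0.12 (0.06 without Con mouse m4238), and only Fgf21 was higher over all genes (3 higher when adjusted over the list alone), and none without the 3 libraries that stand apart. Among the genes drawn around insulin and Fgf21 in Fig. 4a, the kinase gene Sgk1 went from 12.6 ± 3.45 to 17.0 ± 2.78 units (SD, n = 6 per diet), a log2 fold change of 0.42 that did not pass (adjusted p = 0.162 from limma). Egfr, the epidermal growth factor receptor, was at 0.46 (adjusted p = 0.249) at 6 h and at 0.68 (adjusted p = 0.552) at 3 h. Ncf1, which encodes a subunit of the oxidase of phagocytes, fell from 3.98 ± 1.29 to 2.20 ± 0.364 units (SD, n = 6 per diet; adjusted p = 0.0457 from limma). After TMM scaling, all 6 MR mice lay below every Con mouse. The deposited score is in whole numbers and takes few values at this level, so rounding limits what this separation and the SD can show. Fcer1g (−0.47), Cybb (−0.47) and Ptprc (−0.35), other genes of blood and immune cells, did not pass. The study chose the genes of Fig. 4a on these samples, so their direction is not independent evidence.
Ncf1, Fcer1g, Cybb and Ptprc stand in the list of Kupffer cell and macrophage genes, of which all 21 measured members had a negative log2 fold change at 6 h, with a median of −0.40. Of these, 1 was lower over all genes (4 lower when adjusted over the list alone), and none without the 3 libraries (2 when adjusted over the list alone). The list passed camera at an adjusted p of 7.05e-11 (adjusted p = 0.357 with an estimated correlation). Con mouse m4238 had the highest score of this list, 1.28 on the log2 scale against 0.34 or less in the other 5 Con mice, and without that mouse the median was −0.18 (camera adjusted p = 5.83e-07) and the adjusted p of Ncf1 0.106. The insulin list did not pass camera at 6 h (adjusted p = 0.0704) or at 3 h, where its median was −0.01 and its mean 0.04 (adjusted p = 0.638).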

The early induction of FGF21 expression in HepG2 cells is mTOR dependent (Fig. 3e) and insulin was identified as a potential regulator of hepatic FGF21 through gene set enrichment analysis at the 6 h time point (Fig. 4a). Interestingly, in *Experiment 1* serum insulin was also temporarily increased in mice after 3 h of MR but at no other subsequent time point (Fig. 4b). To test for a link between insulin and mTOR-dependent effects on FGF21, HepG2 cells were treated with an insulin concentration similar to the one detected in serum of mice after 3 h MR (e.g., 2 nM). Insulin had no discernible effect on FGF21 mRNA in control cells and only modestly enhanced the MR-induced increase in FGF21 mRNA expression (Fig. 4c). As noted in Fig. 3e, Torin significantly reduced basal FGF21 expression in control cells (Fig. 4c), but it did not block the ability of insulin to potentiate the MR-induced increase in FGF21 expression (Fig. 4c). This finding indicates that insulin does not act upstream to activate mTOR but rather in parallel. Insulin also significantly increased the MR effect on CHAC1 and SLC7A5 expression but had no effect on other ATF4-responsive genes shown to be sensitive to mTOR (e.g., PSAT1, ASNS, CARS, MARS, SESN2, EIF4EBP1, and DDIT4 (data not shown)). Insulin, but not MR, increased TRB3 expression (data not shown).

**Figure 4:**
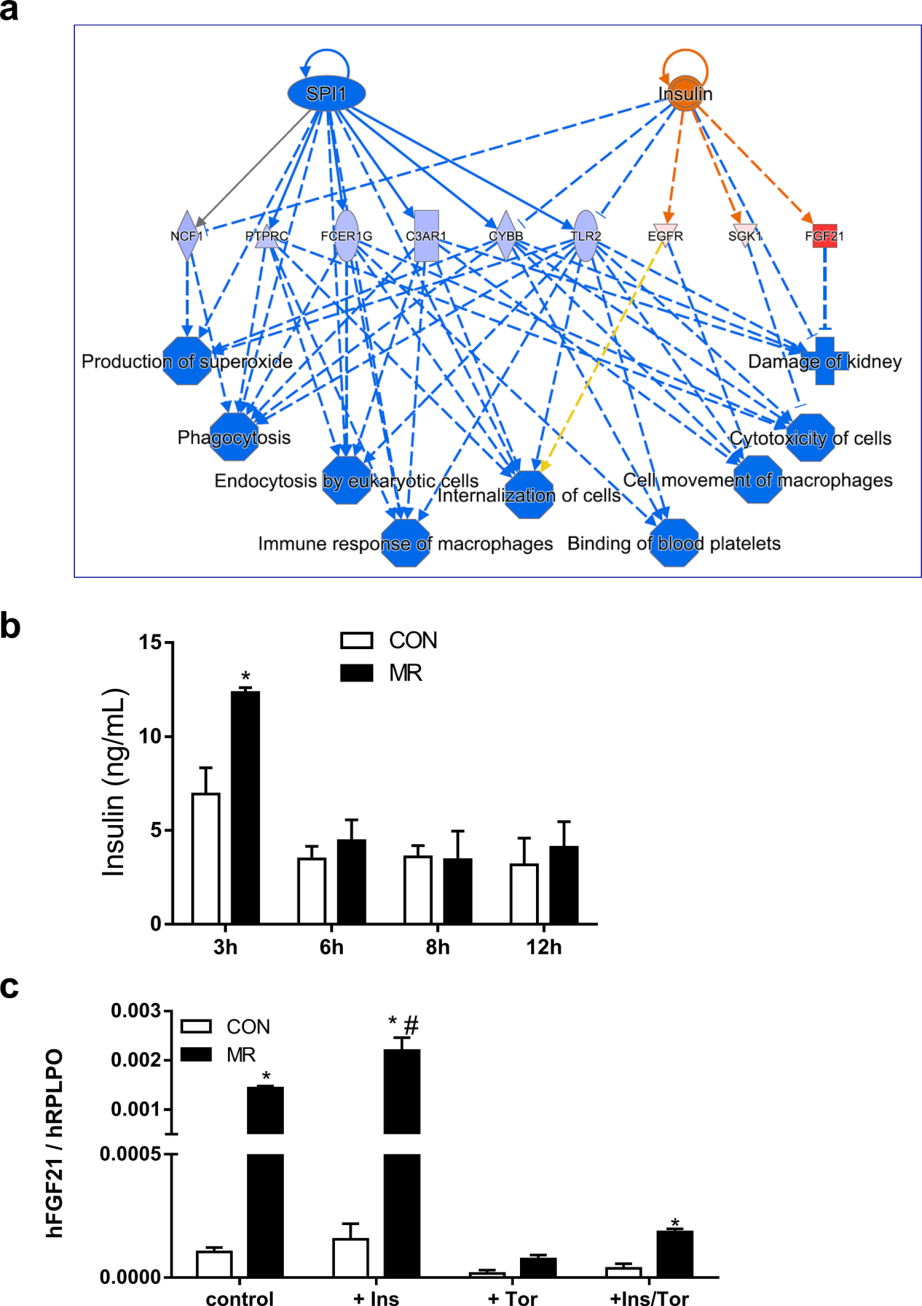
Activation of FGF21 by insulin is predicted by IPA (IPA Build version 458397 M; QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis) after 6 h on MR (**a**). Serum insulin was measured from mice fed either Con or MR for 3 h, 6 h, 9 h, and 12 h (**b**). FGF21 expression was measured in HepG2 cells exposed to insulin (2 nM) in the presence and absence of Torin (200 nM) and cultured in either Con or MR (**c**). * Con different from MR; # MR without different from MR with 2 nM insulin; p < 0.05.

Regulatory input to mTOR can also be provided by Erk1/2, and analysis of canonical pathways acutely affected by MR detected a significant activation of hepatic Erk5 at the 6 h time point in mice (Fig. 3b). 

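In the MR livers at 6 h, 2 of 31 measured genes of ERK5 signaling were higher and none was lower (3 higher when adjusted over the list alone). Mef2d, a transcription factor that ERK5 phosphorylates, rose from 9.38 ± 1.02 to 12.5 ± 0.837 units (SD, n = 6 per diet), a log2 fold change of 0.39 (standard error 0.09, adjusted p = 0.0378 from limma). Ywhag, a 14-3-3 adaptor protein, rose from 59.6 ± 8.02 to 74.0 ± 5.77 units (SD, n = 6 per diet), a log2 fold change of 0.32 (standard error 0.07, adjusted p = 0.0432 from limma). The other 29 did not pass. As a group, 17 of the 31 had a positive log2 fold change, with a median of 0.02 (camera adjusted p = 0.4), against 15 of 31 at 3 h, with a median of −0.01 (camera adjusted p = 0.707) and 1 higher when adjusted over the list alone. Mef2d is labelled in Fig. 3a, chosen by the study on these samples, and its call was lost without any 1 of 8 of the 12 mice, up to an adjusted p of 0.0911. Without the 3 libraries that stand apart none of the 31 passed (3 higher when adjusted over the list alone).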

Erk5 is downstream of Erk1/2 but both are regulated by growth factors through activation of upstream Ras. To assess the possibility that MR could be signaling through Erk1/2 to regulate genes of the ISR, we compared phosphorylation of Erk1/2 in HepG2 cells after changing to fresh media containing either control or restricted levels of methionine. Erk1/2 phosphorylation was low and didn’t change over time in Con cells, while cells switched to the MR media showed a rapid increase in Erk1/2 phosphorylation within 5 min that quickly returned to control levels within 45 min and remained stable thereafter (Fig. 5a). To test the significance of MR-dependent activation of Erk1/2 to the MR-dependent induction of ISR genes, we inhibited Erk1/2 with PD 98059 (PD). Inhibition of Erk1/2 lowered basal expression of 7 of the 8 target genes and significantly blunted induction of some but not all of the genes by MR (Fig. 5b). The responses of the target genes fell into 3 main categories. For example, basal and MR-induced expression of DDIT4 was unaffected by ERK1/2 inhibition, while CARS, EIF4EBP1, PSAT1, and ASNS fell into a second category where PD reduced basal expression of each gene. However, MR produced the same fold-increase of each of these genes as it did in cells without the Erk1/2 inhibitor. The last category included MARS, SESN2, CHAC1, and FGF21, and their basal expression was also reduced by Erk1/2 inhibition. They differed from category 2 in that PD inhibited MR-induced induction of these genes to a far greater extent than the other genes (Fig. 5c). Collectively, these findings suggest that MR-dependent activation of Erk1/2 may provide another pathway to regulate the induction of ISR genes by MR. However, because of the differential effects of Torin and PD on basal expression of ISR genes and their differential effects on induction of ISR genes by MR, it seems unlikely that MR is signaling through Erk1/2 to regulate mTOR-induced effects on ISR genes. It seems more likely that the two signaling systems are providing independent but perhaps redundant input as mediators of the acute effects of MR on hepatic gene expression.

**Figure 5:**
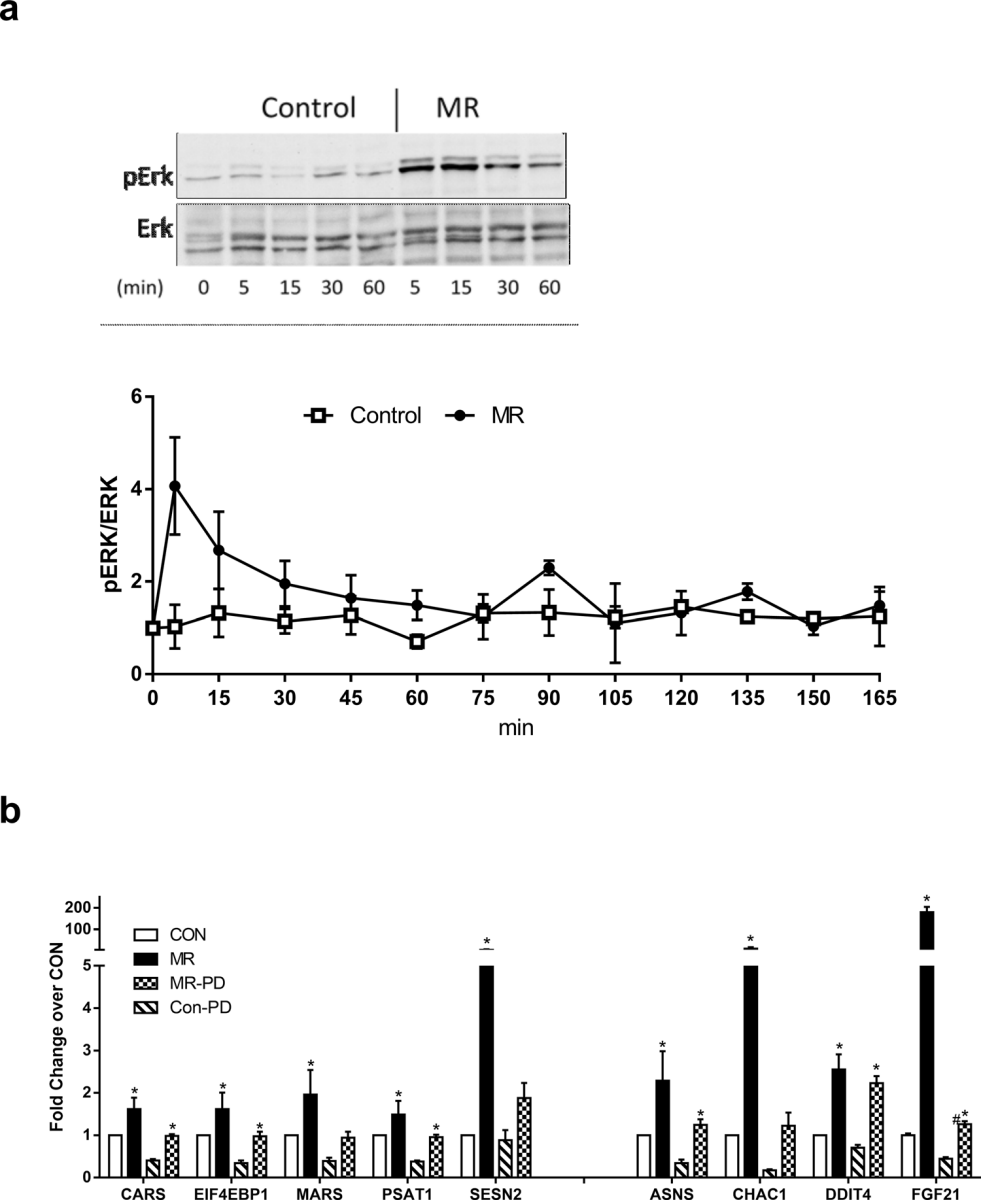
(**a**) HepG2 cells were exposed to either Con or MR media for 165 min and samples were taken after 5 min, and thereafter in 15 min intervals. Western blot analysis shows a representative detection of pErk and Erk up to 60 min exposure. Images are cropped, the full-length blot is presented in Supplementary Figure S2. The graph shows the average of pErk/Erk densitometric ratios from 5 independent experiments. (**b**) HepG2 cells were treated with Erk inhibitor PD98059 (50 µM) or vehicle and gene expression was measured after cultivation for 6 h in either Con or MR media. Data for HepG2 cells were obtained from at least two independent experiments with duplicates and fold induction was averaged. Data were compared between Con and MR for each gene using t-test and are presented as fold induction from Con. * Con different from MR; ^#^ MR without different from MR with PD98059; p < 0.05.

## Discussion

The liver functions as a sentinel to detect and respond to changes in dietary composition, and upon initiation of dietary MR, it quickly mobilizes reprogramming of the transcriptome and proteome in an evolutionarily conserved homeostatic response. The response is broadly referred to as the ISR^44^, and a key component of this early response is hepatic FGF21^45^. The corresponding increase in circulating FGF21 occurs within 6 h of starting the MR diet^5^, and over the next 4–5 days, the elevated FGF21 produces a coordinated increase in energy intake and energy expenditure that impacts energy balance. As shown here, the ISR also includes transcriptional responses that facilitate adaptation to the acute methionine insufficiency through rapid changes in RNA biology, including increased tRNA aminoacylation, decreased ternary complex formation, decreased peptide chain elongation, and a decrease in overall translation. These adaptive responses increase hepatic levels of amino acids, while activating PPARα mediated lipid metabolism and increasing carbohydrate metabolism. Despite the fivefold decrease in methionine intake, these compensatory adaptations limit the immediate decrease in hepatic methionine to twofold and even this decrease is mitigated within 2–4 days of starting the diet. The decrease in hepatic glutathione is also limited to ~ 50%, but this decrease seems to persist for as long as the MR diet is consumed. Together, these initial compensatory responses maintain redox homeostasis and precede the longer term metabolic adaptations that result in reduced adiposity, reduced tissue and circulating lipid levels, and an overall improvement in insulin sensitivity and metabolic health^3,5^. The longer term responses to MR have been extensively documented over the last decade^1,2,8,32,36,46–51^, and loss of function approaches have been used to assess the role of various sensing/signaling molecules, enzymes, and transcription factors in mediating the biological effects of dietary MR. However, the focus of much of this work has been to determine whether specific molecules such as GCN2^27^, PERK^24^, β_3_-adrenergic receptor^32^, leptin^52^, UCP1^49^, SCD1^53^, or FGF21^6^ are essential to specific components of the long term transcriptional, behavioral, and physiological responses to MR. It has been established that transcriptional activation of hepatic FGF21 is essential to many but not all of MR’s beneficial effects^6^.

In contrast, we have a far poorer understanding of how the liver senses the acute decrease in methionine and activates the ISR in the hours after initiating dietary MR. In the case of the essential amino acid sensor, GCN2, we predicted it would play a key role in detecting the immediate decrease in methionine and mediating the subsequent responses, but its absence failed to prevent either the acute transcriptional increase in hepatic *Fgf21* and other ATF4 target genes (supplementary Fig. S1) or longer term metabolic responses to the diet^27^. These findings suggest the existence of auxiliary systems capable of sensing and responding to decreased methionine intake. Similar findings were observed in liver-specific ATF4-null mice, where the acute induction of *Fgf21* by MR was dampened but not its induction after 10 weeks on the MR diet^54^. These findings argue that while ATF4 is normally important, other transcription factors can readily substitute for ATF4 in linking the reductions in methionine to adaptive transcriptional responses. An important remaining challenge is to identify the component molecules of these alternative sensing systems.

In the present work, we focused on the acute hepatic transcriptional and metabolomics profiles of mice in the 3–6 h time frame after introduction of dietary MR. The rationale for this approach comes from the observation that FGF21 is one target of a multi-component transcriptional program activated between 3 and 6 h after initiating the diet. Our strategy involved rigorous bioinformatic analysis of transcriptional changes within this time frame to make inferences about the signals and transcription factors known to regulate the affected biological processes. For example, the rapid decrease in hepatic methionine that occurs within 3 h is fully consistent with the predicted decrease in ternary complex formation (Fig. 2a,b, Table 1) caused by the precipitous shortage of methionine. This mechanism primarily impairs start site recognition due to insufficient Met-tRNA^28,29^. The bioinformatic analysis of RNAseq data also shows that general translation is inhibited at the level of ternary complex formation by limiting formation of initiator methionine tRNA. The net effect of these changes is to reduce consumption of amino acids, and this effect translated into the observed increase in hepatic levels of many essential and nonessential amino acids by 6 h. Upstream regulator analysis of the genes induced between 3 and 6 h and after 10 weeks were consistent with activation of ATF4 and NFE2L2 at the 6 h and 10 week time points. These findings are consistent with previous work proposing that MR activates the ISR and anti-oxidant response program in liver via a non-canonical PERK/NFE2L2 pathway that effectively senses the drop in methionine and its metabolites in the absence of GCN2^27^. GSH serves an essential role in disulfide bond formation during protein folding in the endoplasmic reticulum (ER), and ER stress is an established activator of PERK^55^. However, despite producing robust activation of PERK in liver, we found no evidence that MR increased ER stress or induced any components of the unfolded protein response^27^. Moreover, in subsequent work we found that the absence of PERK did not compromise the ability of MR to increase FGF21^24^. In contrast, we found that adding back cysteine to the MR diet reversed the chronic reduction of hepatic GSH by the diet and blocked its induction of FGF21^27^. We have suggested that the MR diet may be signaling to NFE2L2 through GSH, but the role of NFE2L2 as an essential mediator of the acute responses to MR remains an open question. The presence of hepatic NFE2L2 seems not to be necessary for either the acute or long-term induction of FGF21 by MR (authors’ unpublished data). Collectively, these findings argue that multiple alternative pathways can be recruited to mobilize the ISR during nutritional stress.

Analysis of RNAseq data identified changes in gene expression consistent with activation of ERK5 signaling at the 6 h time point. These findings raise the interesting possibility that MR may be using mTOR and/or ERK to provide transient signaling input from the evolutionarily conserved protein synthetic apparatus to transcriptional regulation of the ISR. mTOR also plays a key role in regulating amino acid transporters and tRNA synthetases by stabilizing ATF4 mRNA and enhancing its translation^30^. Thus with respect to methionine metabolism, there are several potential mechanisms that allow mTOR to function as a sensor and transcriptional mediator of dietary MR.

To test the role of these signaling systems, along with ATF4 during the acute activation of the ISR in hepatocytes, we evaluated short term changes in ten representative ISR genes after restriction of media methionine in an in vitro model of MR in HepG2 cells. We used knockdown of ATF4, inhibition of mTOR with Torin, or inhibition of ERK with PD98059 to test the hypotheses that MR-dependent stress signaling was communicating with ATF4 through mTOR and/or ERK. Knockdown of ATF4 demonstrated the importance of ATF4 in this model system by blunting or blocking the MR-dependent induction of all but one of the ten genes. Torin significantly reduced the induction of CHAC1, DDIT4, and FGF21 by MR, and completely blunted the induction of MARS, EIF4EBP1, PSAT1, SESN2, CARS and ASNS by MR. In addition, Torin significantly reduced basal expression of most of the genes in control cells. Park et al.^30^ made similar observations in HEK293 cells where Torin inhibited expression of several ATF4 target genes. The affected genes include tRNA synthetases, amino acid transporters, SESN2, CHAC1, and DDIT4; a group of genes similar to the group induced by MR in HepG2 cells and in mouse liver after 6 h of MR. Park’s data shows that Torin inhibits ATF4 translation by destabilizing its mRNA^30^, whereas activation of mTOR induces ATF4 target genes by stabilizing ATF4 mRNA. The MR-dependent mTOR activation would effectively increase ISR genes by increasing ATF4 translation. Further studies will be needed to confirm this possibility and establish how changes in ternary complex formation may be linked to mTOR activity. Canonical mTor pathways activate translation through phosphorylation of S6 kinase and eIF4E-BP1, whereas MR inhibits translation. We did not detect any changes in mTor, S6, S6k and eIF4E-BP1 phosphorylation in either mouse liver extracts after 1, 3, and 6 h on MR or in HepG2 cells up to 165 min in MR media (author’s unpublished data). Therefore, MR must be acting through non-canonical Torin-sensitive mTor pathways. Irrespective of mechanism, our in vitro data make a strong case that inhibition of mTOR activity impairs MR-dependent activation of the ISR.

To examine the potential role of Erk1/2 as an MR-dependent stress signal linked to the ISR in HepG2 cells, we tested whether MR affected Erk1/2 activity and whether inhibition of Erk1/2 impaired MR-dependent induction of ISR genes. MR produced a rapid but transient activation of Erk1/2 and its inhibition lowered basal expression of 7 of the 9 target genes. Erk1/2 inhibition also significantly blunted the MR-induced increases of most ISR genes by MR. Collectively, these findings suggest that MR-dependent activation of Erk1/2 may provide another pathway to regulate the induction of ISR genes by MR. However, because of the differential effects of mTOR and Erk1/2 inhibition on basal expression of ISR genes and the differential effects of the inhibitors on which genes were induced by MR, it seems unlikely that MR is signaling through Erk1/2 to regulate mTOR-induced effects on ISR genes. It seems more likely that the two signaling systems are providing independent but perhaps redundant input as mediators of the acute effects of MR on hepatic gene expression. We also found no evidence that insulin was providing signaling input to mTOR or Erk1/2 in their regulation of ISR genes.

Collectively, our studies provide compelling new evidence that mTOR and Erk1/2 are being acutely regulated by dietary MR to provide regulatory input to the hepatic ISR in the hours after initiation of the diet. Our findings suggest that the acute inhibition of ternary complex formation by the shortage of methionine has an immediate, profound effect on RNA biology to limit protein translation so it seems possible that these responses may represent the initial stress signaling mechanism. It remains to be established how these transient changes within the hepatocyte activate mTOR and Erk1/2 to provide regulatory input to the ISR.

## Methods

### Animals, diets, and cell lines

All experiments were reviewed and approved by the Pennington Institutional Animal Care and Use Committee using guidelines established by the National Research Council, the Animal Welfare Act, and the Public Health Service Policy on the humane care and use of animals. Pelleted diets (Dyets Inc., Bethlehem, Pennsylvania) containing either 0.86% (Con) or 0.17% methionine (MR) were provided ad libitum to the mice in each experiment as before^32^. The diets were isocaloric at 15.96 kJ/g, with 18.9% of energy from fat (corn oil), 64.9% from carbohydrate, and 14.8% from a custom mixture of L-amino acids. The details of amino acid content are provided in Table 2. Temperature was maintained at 22–23 °C. Two experiments were conducted to examine the acute and chronic responses to dietary MR.

*Experiment 1—*This experiment was designed to examine the acute responses to dietary MR over the first 8 days after introduction of the diet. Male C57BL/6 J mice were obtained from Jackson Labs (Bar Harbor, ME, USA) at 7 weeks of age and adapted to the Control (Con) diet and a reverse light cycle for a period of 10 days with the lights on between 8 pm and 8 am, and lights off between 8 am and 8 pm. During this period, food was removed every night at 8 PM and restored at 8 AM. After the 10 days of adaptation, the mice were randomized into fourteen groups of 8 mice (body weight was 23.2 ± 1.2 g). At 8 AM on the 11th day (e.g., Time 0), seven groups continued receiving the Con diet while seven groups were switched to the MR diet. From this time 0 forward, one group of Con mice and one group of MR mice were euthanized exactly 3 h, 6 h, 9 h, 12 h, 2 days, 4 days, and 8 days thereafter. Experiments with mice on the diets for 2 days, 4 days, and 8 days ended in the middle of the dark cycle. At each time point, mice were exposed to CO_2_, decapitated, and trunk blood was harvested. Livers were removed and snap frozen in liquid nitrogen. Serum was obtained from clotted blood after centrifugation and stored at − 80 °C.

*Experiment 2—*Eight week old male C57BL/6 J mice were adapted to Con diet for 10 days. Thereafter, 16 mice were randomized into two groups of 8 mice and fed either the Con or MR diet for 10 weeks. The mice were then euthanized and tissues harvested as before. The studies were carried out in compliance with the ARRIVE guidelines (http://www.nc3rs.org.uk/page.asp?id=1357).

In vitro* HepG2 experiments*—HepG2 cells were exposed to DMEM media containing Con (0.2 mM) or MR (0.01 mM) levels of methionine and cysteine as described before^5^ for various time periods. In some experiments, cells were pre-treated for 30–60 min with inhibitors for either Erk (PD 98059; 50 µM; Sigma-Aldrich Corp. St. Louis, MO) or mTOR (Torin; 200 nM; ThermoFisher Scientific, Pittsburgh, PA). The role of ATF4 in HepG2 cells was assessed by reverse transfection using RNAiMax (ThermoFisher Scientific, Pittsburgh, PA) according to manufacturer’s instructions. HepG2 cells were plated onto the transfection mix containing either control or ATF4 siRNA (Santa Cruz Biotechnologies, Dallas, TX), and 24–48 h later, cells were cultured in either Con or MR media for 6 h. Erk phosphorylation was assessed in 50 µg HepG2 extracts run on 10% gels and transferred onto a PDVF membrane. Membranes were blotted with a well-established antibody against phosphorylated Erk (#9101; Cell Signaling; Danvers, MA), stripped and blotted with an antibody against Erk (#9102; Cell Signaling; Danvers, MA).

### Metabolomics analysis

Frozen liver (30–50 mg) was powdered in liquid nitrogen and submitted to the Mass Spectrometry Core at UT Knoxville for non-targeted metabolomics as described in^33^. Data were normalized to sample weight and relative quantities of amino acids were compared between Con and MR fed mice.

Hepatic amino acid content was also analyzed at the DUKE-NUS Metabolomic Core Facility (Singapore). Methods were modified from Newgard^34^ and Sinha^35^. Absolute quantitation of amino acids was done by comparing the ratios of the metabolites to their respective internal standards, and against an external calibration curve.

### RNA isolation and RNAseq

Total RNA was isolated from HepG2 cells and livers using RNeasy Mini kit (Qiagen, Valencia, CA). RNA concentrations were measured using Nanodrop ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE). Total RNA was analyzed using the Agilent Bioanalyzer RNA 1000 chip as a QC step to determine the quality of the RNA. Samples were verified to have RIN values of > 7, indicating high quality RNA. Samples were then processed for library construction using the Lexogen Quant-Seq 3′ mRNA-Seq Library Prep Kit. Completed libraries were analyzed on the Agilent Bioanalyzer High Sensitivity DNA chip to verify correct library size. All libraries were pooled in equimolar amounts and sequenced on the Illumina NextSeq 500 at 50 bp forward read and 6 bp forward index read. Primary data analysis was performed using the Lexogen Quantseq pipeline V1.8.8 on the Bluebee platform for quality control, mapping, and read count tables. The gene expression profiles were assessed from 6 replicates for each tissue for each dietary group. CLC Genomics Workbench was used to process data. The expression profiling data has been deposited in NCBI under GEO accession GSE158068.

Analysis of gene expression profiles from *Experiment 2* (e.g., 8 weeks of dietary MR) was described previously^36^. Data from that analysis were used to compare canonical pathways and upstream analysis with data from RNAseq of mouse livers after 6 h MR.

### Bioinformatics analysis

For both 3 h and 6 h RNAseq datasets, pathway enrichment analysis was conducted using the pre-rank option in GSEA (GSEAprerank)^37^. DESeq2-derived log fold-change estimates were used to rank genes. 

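A maximum of at least 5 units was reached by 8621 of the 9049 genes among the 12 libraries of 3 h and by 8753 among the 12 libraries of 6 h, of which 8483 did so at both times. In the table divided by size factors the numbers were 8464 and 8653. After matching to the identifiers of the Reactome sets, 8558 genes were ranked at 3 h and 8698 at 6 h, and 540 and 552 pathways held between 15 and 250 of them. A 3′ library has no length term, so a score scaled to a common total stands here for TPM.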

Genes with a maximum TPM >  = 5 were retained for GSEA analysis, resulting in 8407 genes for 3 h data and 8704 genes for 6 h data. Pathway enrichment was based on the Reactome pathway database obtained from MSigDB (https://www.gsea-msigdb.org/gsea/msigdb/index.jsp), with pathways containing >  = 15 or <  = 250 genes retained for enrichment analysis. The significantly enriched pathways from each time point were further compared based on their gene content similarity via EnrichmentMap^38^ using the following parameters: enrichment p-value cutoff = 0.005, similarity cutoff (overlap coefficient) >  = 0.5). Results from Enrichment Map analysis were visualized in Cytoscape^39^.

In addition to GSEA, pathway over-representation analysis was also conducted using Ingenuity Pathway analysis (IPA; QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis), considering 274 differentially expressed genes from the 6 h data (absolute log fold-change >  = 1.3, FDR >  = 0.3). 

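With a fold change of at least 1.3 in either direction and an adjusted p of at most 0.3 from limma, 140 genes differed at 6 h, 85 higher and 55 lower in MR. Fgf21, Chac1, Psat1, Mthfd2, Trib3 and Ddit4, the 6 with the largest rises, were also the only genes past a log2 fold change of 1.3 at that adjusted p. The adjusted p alone held 804 genes, 442 higher and 362 lower. Among genes within the wider threshold that did not reach an adjusted p of 0.05 were the iron hormone gene Hamp (−0.84, adjusted p = 0.0726), which has a close copy that may share its reads, and the antiproliferative gene Btg2 (−0.91, adjusted p = 0.0541), both lower in MR. Without the 3 libraries that stand apart the count was 83.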

Within IPA, the Upstream Regulator Analysis module was utilized to identify putative gene regulators responsible for the observed transcriptional patterns at 6 h. Several possible types of regulators were considered including transcription factors, cytokines, enzymes, G-protein coupled receptors, protein kinases, ligand dependent nuclear receptors and translation regulators. Regulators with an activation z-score > 2 or < − 2 were considered to be activated or inhibited, respectively.

### Serum insulin

Serum insulin of mice exposed to MR for 3 h, 6 h, 9 h, and 12 h was analyzed using ELISA (Millipore; Billerica, MA) according to the manufacturer’s instructions.

### qPCR analysis

Quantitative PCR analysis of mouse liver and HepG2 mRNA expression was performed after reverse transcription of 2 µg RNA into cDNA. Gene expression was measured using 10 ng cDNA and SYBR (Biorad). Data were normalized to either cyclophilin (mouse liver) or 60S acidic ribosomal protein P0 RPLP0 (HepG2 cells) expression. Primer sequences are provided in supplementary Table S1.

### Statistical analysis

Data was analyzed using GraphPad Prism (GraphPad Software; San Diego, CA) and presented as mean ± standard error. Statistical significance was tested using a two-tailed Student t test, with protection against type I errors set at 5%.

## Supplementary Information

Supplementary Information.

# Supplementary material for: The acute transcriptional responses to dietary methionine restriction are triggered by inhibition of ternary complex formation and linked to Erk1/2, mTOR, and ATF4
**Source:** Sci Rep. 2021 Feb 12;11:3765. doi: 10.1038/s41598-021-83380-0
**Supplement:** Supplementary file 1 — Supplementary Information.

The acute transcriptional responses to dietary methionine restriction are triggered by inhibition of ternary complex formation and linked to Erk1/2, mTOR, and ATF4

Kirsten P Stone<sup>1</sup>, Sujoy Ghosh<sup>2,3</sup>, Jean Paul Kovalik<sup>3</sup>, Manda Orgeron<sup>1</sup>,  
Desiree Wanders<sup>4</sup>, Landon Sims<sup>1</sup>, Thomas W Gettys<sup>1</sup>

### Supplementary Figure S1 pertaining to Figure 3D.

GCN2 is not required for MR induced ATF4 target gene expression. Wild-type and *Gcn2*<sup>-/-</sup> mice were fed either Con or MR diet for 6h. Gene expression of *Atf4* target genes was evaluated using qPCR. Experimental details are described in D. Wanders, et al., "Role of GCN2-independent signaling through a non-canonical PERK/NRF2 pathway in the physiological responses to dietary methionine restriction," *Diabetes* 65(6), 1499 (2016). \**p*<0.05 Con vs MR, #*p*<0.05 WT MR vs *Gcn2*<sup>-/-</sup> MR.

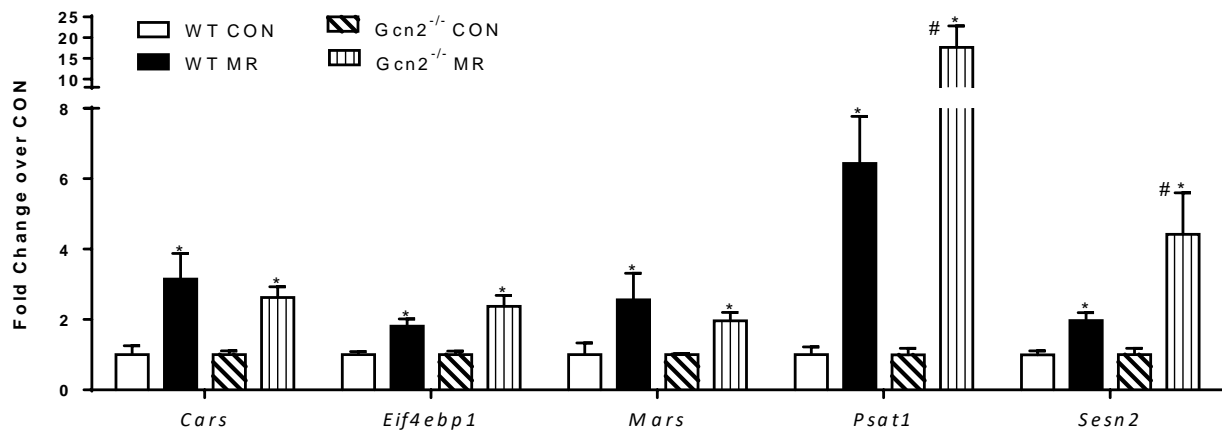

**Supplementary Figure S2 pertaining to Figure 5A.**

Images are from a blot loaded with 50µg of extracts from HepG2 cells exposed for the annotated time to Control media (CON), methionine restricted (MR), or leucine restricted (LR) media. The blot was first probed with Cell Signaling antibody against pErk (#9101), then secondary anti rabbit, and visualized using ECL for 30 seconds. The same membrane was stripped and incubated with anti Erk antibody (#9102) for normalization of the phospho signal. Both antibodies are widely used and cited in several thousands of publications. For creating Figure 5A, both images were cropped horizontally to leave on both sides approximately six band widths above and below the band. They were also cropped vertically to exclude the LR results.

lep62

ECL

55

30 sec

01 CON 1 MR 1 LR

50 -

37 -

0 5 15 30 60 5 15 30 60 5 15 30

min

LpERK

1/22/15  
kps

lep62

ECL 30 sec

55

01 CON 1 MR 1 LR

50 -

37 -

ERK

1/23/15  
kps

**Supplemental Table S1.** Primer sequences for qPCR.

| Gene                | Forward                   | Reverse                  |
|---------------------|---------------------------|--------------------------|
| <b><i>Mouse</i></b> |                           |                          |
| <i>Asns</i>         | GGGGGCCTGGACTCGAGCTT      | TTGCCACCTTTCTAGCGGCCA    |
| <i>Atf4</i>         | GGAATGGCCGGCTATGG         | TCCCGGAAAAGGCATCCT       |
| <i>Cars</i>         | GATGCGTCTCACATGGGACAT     | CCCTCCGCAGGATATCGA       |
| <i>Chac1</i>        | TATAGTGACAGCCGTGTGGG      | GCTCCCCCTCGAACTTGGTAT    |
| <i>Ddit4</i>        | ACCGGCTTCAGAGTCATCAA      | TCAGGTGGCTATCGTCAGTT     |
| <i>Eif4ebp1</i>     | GTTGCTGGAGGGTCGTGG        | TCCCAGGTAACCCAGCCT       |
| <i>Fgf21</i>        | TGACACCCAGGATTTGAATGAC    | GCAGCCAATGATGTGTGCTTAC   |
| <i>Mars</i>         | TACCATTCTTACCCGGCCTA      | GCAGATTGCACTAGCAGAGAA    |
| <i>Psat1</i>        | CAGTGGAGCGCCAGAATAGAA     | CCTGTGCCCCCTCAAGGAG      |
| <i>Sesn2</i>        | GACCATGGCTACTCGCTGAT      | GCTGCCTGGAACTTCTCATC     |
| <i>Slc7a5</i>       | TTGAAGGCACCAATCTGGACG     | GGAGATGATGATGGCCAGGG     |
| <i>Trb3</i>         | CCCGGTGCCGCAGCACTTTA      | GCTCGCATCTTGTCTGGAGCC    |
| <i>cyclophilin</i>  | CTTCGAGCTGTTTGACAGACAAAGT | AGATGCCAGGACCTGTATGCT    |
|                     |                           |                          |
| <b><i>HUMAN</i></b> |                           |                          |
| ASNS                | GCAGCTGAAAGAAGCCCAAGT     | TGTCTTCCATGCCAATTGCA     |
| ATF4                | CCCTTCACCTTCTTACAACCTC    | TGCCAGCTCTAAACTAAAGGA    |
| CARS                | GCTCTTGGAGGATGTTTCAGG     | CTTCCTCTCCCGTGAGTCTG     |
| CHAC1               | CCTGAAGTACCTGAATGTGCGAGA  | GCAGCAAGTATTCAAGGTTGTGGC |
| DDIT4               | ACGAGAAGCGGTCCCAAAG       | CACTCTGAGTTCATCAGCAAAGG  |
| EIF4EBP1            | CTGATGGAGTGTGGAAC         | ATGGCTGGTGCTTTAAATG      |
| FGF21               | GGGAGTCAAGACATCCAGGT      | GGCTTCGGACTGGTAAACAT     |
| MARS                | GCGCTTCTATCTGCTGTACA      | TAGACACAAACATCCCAGCT     |
| PSAT1               | GCTTGGTTCTGGAGTGGATT      | GTCCCACCAGCTTTACAG       |
| SESN2               | TTCGGATATGAGGACTTC        | ATGGTATTGTAGGTGAGG       |
| SLC7A5              | GAAGGCACCAAACTGGATGT      | GAAGTAGGCCAGGTTGGTCA     |
| RPLP0               | TTCTCCTTTGCGCTGGTCAT      | CAGGGAGCGAGAATGCAGAGT    |

How the deposited data were processed for this re-analysis (not part of the article)

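Liver RNA of 24 male C57BL/6J mice was measured by 3′ mRNA sequencing, 6 mice in each of 4 groups: Con for 3 h, MR for 3 h, Con for 6 h and MR for 6 h. Groups were taken from the submitters' labels, which match the paper's, and each table column was matched to its mouse through the mouse number in its name, which no other mouse shares. No batch is given in the labels or the paper. The mice carry no shared numbers, so there was no pairing to test.

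The authors deposited 2 tables of whole-series values. According to the paper, RNA with an integrity number above 7 was made into Lexogen QuantSeq libraries and sequenced with 50 bp forward reads on a NextSeq, and the Lexogen Quantseq pipeline V1.8.8 on Bluebee and CLC Genomics Workbench were used for mapping, counting and processing. The submitters' processing notes name GRCm38 and DESeq2 1.22.2; the aligner's settings and the gene filter are not given in the sources used here. The first table is called raw counts, yet all 24 columns sum to between 991702 and 995314, so its values are a score that the authors scaled to nearly the same total in each library and rounded to whole numbers, not counts of reads. In the second table the authors divided the same score by 1 size factor per library, and factors recomputed as medians of ratios differ from theirs by at most 6.87e-11. Read depth cannot be recovered from either, so no interval for counting error is given. Rounding leaves genes near the lower end with few possible values. The precision given beside the values comes from the spread between mice.

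Each table lists 9049 genes. Of their names, 9005 match a symbol or synonym of the RefSeq annotation of GRCm38.p6, which gave the coordinates printed. A numbered suffix stands on 153 names, none of which is also listed without the suffix; such genes, and families with near-identical copies such as the major urinary proteins and cytochromes P450, may share reads. No mitochondrially encoded protein gene is listed. Slc7a5, Zc3h12d, C3ar1 and Tlr2, which the paper's text or figures name, were not analysed here.

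The analysis had been designed for counts with a count model. Because the deposited values are not counts, they were tested with limma 3.58.1 in R 4.3.3 instead, on log2 of the TMM-scaled value plus 1. TMM factors were computed with 30% of log ratios and 5% of mean values trimmed on each side. The model held 4 group means over all 24 libraries, with a mean-variance trend and a robust prior (statmod 1.5.0), and gave MR against Con at 3 h and at 6 h, the difference of these effects (the interaction) and Con at 6 h against Con at 3 h. Adjusted p-values are Benjamini-Hochberg over the 9049 genes, with a threshold of 0.05. Single genes were also given an exact two-sided permutation test over all divisions of the 12 mice of a time, whose smallest p is 0.00216. Means and SDs are of the TMM-scaled score, whose units are those of the deposited table.

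The genes named are those of the paper's text on mouse liver RNA and those labelled in Fig. 3a and Fig. 4a, whose values in the paper had been seen; per comparison up to 15 genes per direction with the largest log2 fold change past the threshold and a mean of at least 1 unit; and up to 4 members per list with the smallest p. Genes named outside this rule are said to be so. Of the 48 lists, 40 with at least 5 measured genes were tested by camera with a preset correlation of 0.01, and again with an estimated one. The remaining 8 were not tested: mitochondrially encoded genes (0 of 13 measured), cholangiocyte (3 of 11), lymphocyte and NK (0 of 20), neutrophil (0 of 13), platelet and megakaryocyte (0 of 6), adipose (2 of 8), gallbladder and gut epithelium (1 of 10) and nuclear-retained RNA (4 of 8).

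Reactome pathways were tested with fgsea 1.28.0 by gene permutation: genes with a maximum of at least 5 units among the 12 libraries of a time, ranked by the log2 ratio of the group means of the size-factor table, with pathways of 15 to 250 genes and an FDR of 5%. The mouse sets are those shipped with fgsea (1457 sets), not the release the paper used, and the log2 ratio stands for the DESeq2 estimate, which was not computed because the deposited values are not counts. Since the authors' size factors are those of the rounded table, it is open whether their DESeq2 estimate came from these same values.

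The limma step was tested on simulated data with known answers: with 50 genes per size changed in MR at 6 h among 9049, it called 39 (78%) of those changed by 0.5 on the log2 scale, 49 (98%) at 1, 49 at 1.5 and 50 at 2, with 7 false calls at 6 h and 0 calls at 3 h, where nothing was changed. The simulated noise was independent between genes, and each gene had the same spread in all libraries. Outlying libraries and correlation between genes were left out, so these rates do not carry over to the real data as they stand. Libraries were compared before averaging. Within a group their Pearson correlations across genes were at least 0.96, and no pair of libraries was alike, with at least 6707 genes differing between any 2. Alternatives covered other scaling, another pseudocount, filters, the libraries entering the fit, each mouse left out, the ranking and weighting of pathway scores, the correlation between genes and trends on transcript length and GC content.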

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

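The tests of a female mouse, of dilution, of RNA from a neighbouring tissue and of an effect of the diet on that RNA, given in the paragraphs on single mice, were chosen only after the result was seen; the other tests in this part were set earlier.

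In 13 of 96 groups of 6 mice, 1 mouse lay far from the others, with a gap to its neighbour above the critical share of the group's range in Dixon's test; chance gives about 4.8. Of gene list scores, which are mean log2 differences from all 24 libraries, these were the pancreas list in MR at 3 h (gap 0.993 of the range; m4223 at 6.44 against −0.40 or less), in Con at 6 h (0.953; m4238 at 1.20 against −0.34 or less) and in MR at 6 h (0.714; m4242), and the nuclear pore list in Con at 6 h (0.824; m4238 at 0.14 against −0.06 or less) and in MR at 6 h (0.823; m4229 at −0.03 against 0.02 or more). The others were the ribosomal protein list in MR at 6 h (0.694; m4242), the Kupffer cell list in Con at 6 h (0.676; m4238), the ATF4 list in Con at 6 h (0.662; m4241) and the ternary and 43S list in Con at 6 h (0.635; m4241 at −0.10 against −0.05 or more). Of single genes they were Cth in Con at 6 h (0.727; m4238 at 940 against 575 units or less) and in MR at 3 h (0.699; m4204), Cbs in MR at 6 h (0.71; m4219 at 446 against 342 units or less) and Asns in MR at 6 h (0.69; m4239).

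The MR effect differed between 3 h and 6 h, by limma's interaction test, for Trib3 (1.43 on the log2 scale), Sesn2 (1.31), Cars (0.99), Ikbkg (0.71), Mars (0.70) and Eif4ebp1 (0.60). As lists it did so with an estimated correlation for ATF4 targets (median 0.45) and for genes of glutathione synthesis and turnover (median 0.13, camera adjusted p = 0.00217, adjusted p = 0.0342 with an estimated correlation). With the diets redrawn among the mice of each time, 1 of 100 splits, the real one, gave 6 or more genes with such a difference. The highest of the others was 3. Such splits stand for no MR effect at either time, where the question is an equal effect at both. They therefore do not decide whether chance gave that count.

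The paper does not report on Con at 6 h against Con at 3 h, where 1774 genes differed. With only the Con libraries in the fit the count was 1163, as large in 1 of 100 splits, the real one, with 445 as the highest of the others, so chance can be excluded.

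Ribosomal protein and respiratory chain genes lay lower in MR at 3 h (medians −0.11 and −0.09). With a trend on transcript length and GC content removed, the median statistic moved from −1.12 to −0.64 for ribosomal proteins and from −1.17 to −0.58 for the respiratory chain. The trend thus took up only part of the shift. The larger camera adjusted p of the lists was then 0.00117 at the preset correlation. With an estimated correlation neither list passed even before the trend was removed (camera adjusted p = 0.694 and 0.681). That p therefore does not decide whether the rest of the shift exceeds chance. Chance cannot be excluded, since 82 of all splits of the 12 mice gave ribosomal protein genes a median as far from that of all genes as the real 0.105, and the highest other split gave 0.208. An effect of the diet remains open beside it.

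Con 6 h mouse m4238 had 425 genes more than 1 log2 unit from the mean of its group, against at most 75 in the other 23 libraries; the liver enzyme genes Elovl3 (59.6 against 841 units) and Hsd3b5 (59.6 against 499) were low and Cyp2a4 (260 against 0.409) and Ccnd1 (88.1 against 6.35) high. A female mouse is argued against, since 4 Y-linked genes summed to 81.6 units, 93.6% of the others' mean, and so is dilution by other RNA, since 20 proteins secreted by hepatocytes differed by a median of −0.14. In genes not looked at before, 13 of 13 with male-biased expression were lower (median −1.05) and 9 of 16 with female-biased expression higher (median 0.22), a difference of 1.27 that in the other 5 mice ran from −0.72 to 0.12. A loss of the male pattern of liver expression is therefore a candidate explanation, which also goes with the 19 major urinary protein genes (median −2.49; 18 lower than in any other library). What set this mouse apart, such as its health or its hormones, was not tested.

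MR 3 h mouse m4223 had all 9 measured pancreatic genes high (median log2 difference 6.99), with Ctrb1 at 342 and Cela2a at 289 units, and MR 6 h mouse m4214 had the 5 adrenal genes that are low in the other livers high (median 6.21), with Hsd3b1 at 211 and Akr1b7 at 96.6; of 10 adrenal genes measured, the other 5 are expressed in liver. An effect of the diet is argued against, since at either time only 1 of the 6 MR mice had a score above every Con mouse. RNA of a neighbouring tissue taken with the liver stays open for both: it needs a median above 3, which the 5 adrenal genes exceed and all 10 do not (2.68), and it was proposed from these same values, which therefore do not test it.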

How the results depend on the processing

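The alternatives with other pseudocounts, no variance trend, array weights, a limma ranking, an unweighted score or without 3 libraries, and the left-out mice for the interaction and for Con, were chosen after seeing the data. The number of genes past the threshold at 3 h was 0 in every setting and with each mouse left out. At 6 h it was 42 with the 12 libraries of 6 h alone (33 of them among the 67), 116 with array weights (59) and 22 without Con m4238, MR m4223 and MR m4214 (19), and 33 to 76 with 1 mouse left out, with 41 without m4221, 42 without m4222 or m4239, 43 without m4231, 38 without m4214 or m4242, 37 without m4229 and 33 without m4219. The interaction count was 3 with no variance trend or with array weights, 2 without the 3 libraries, and 3 to 8 with 1 mouse left out, 3 without m4205, m4217, m4233, m4204, m4208, m4216, m4223, m4234, m4238, m4241, m4214 or m4239. At an adjusted p of 0.001, 1 gene passed at 6 h with the 12 libraries alone and 2 without the 3 libraries, and 83 at the fold of 1.3 without the 3 libraries. Of 119 single results, 83 passed; of these or the part of them each setting covers, 17 lost the call with the 12 libraries alone (8 gained one), 8 with array weights (6 gained), 13 with library size only, 1 with size factors, 3 with no variance trend, 1 and 2 with pseudocounts of 0.5 and 3, 35 without the 3 libraries, and none turned. Direction was compared only where a value passed.

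Of the lists called by camera, 12 at 3 h and 17 at 6 h, an estimated correlation ended 11 and 16 and an exact permutation of the mice 12 and 15, the receptor list at 3 h among them at the smallest p this test allows. For cytosolic ribosomal proteins these gave adjusted p-values of 0.694 and 0.592 at 3 h and 0.548 and 0.362 at 6 h, for the respiratory chain 0.681 and 0.582 at 3 h and 0.661 and 0.488 at 6 h, for the nuclear pore at 3 h 0.282 and 0.371, for tRNA synthetases at 6 h 0.0695 and 0.108 and for NFE2L2 targets at 6 h 0.0868 and 0.0577. The respiratory chain at 6 h was also lost with a length trend removed (0.369), with length and GC content (0.623), with preranked enrichment (0.085) and without m4221 (0.15; lowest with 1 mouse left out 1.41e-04), and the nuclear pore at 3 h with preranked enrichment (0.072). Calls were gained for tRNA synthetases at 3 h with the 12 libraries alone (0.0292), with the length trend removed (0.0405) and with 1 mouse left out (0.00413 without m4208 to 0.400 without m4215), for NFE2L2 targets at 3 h with the length trend removed (0.0405) and without m4217 (0.0457; up to 0.978 without m4233), but with length and GC content removed both were at 0.107; also for the nuclear pore at 6 h without the 3 libraries (0.00313) and with 1 mouse left out (0.00232 without m4238 to 0.185 without m4241). The pancreas list at 3 h lost its call without the 3 libraries (0.271) and without m4223 (0.509; lowest 1.58e-04 without m4209), the mouse that carries these transcripts, its median going to 0.00, and P450 genes at 6 h turned with preranked enrichment (0.0548); apart from the fewer libraries, the cause was not tested.

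Reactome pathways past an FDR of 5% at 3 h numbered 64 ranked by the moderated statistic, 59 by the limma log2 fold change, 58 with an unweighted score, 54 without the 3 libraries, 0 with camera's estimated correlation, and 19 (without m4220) to 54 (without m4223) with 1 mouse left out. At 6 h they numbered 166, 79, 61, 69 and 0 in the same order, 17 with no filter, 85 with camera's preset correlation, and 3 (without m4242) to 66 (without m4214) with 1 mouse left out. Biological oxidations at 6 h turned from −1.23 to 1.68 by the moderated statistic, 2.20 by the limma log2 fold change, 2.49 unweighted and 1.92 without the 3 libraries. The cause was not tested. A table with every gene was not at hand, since the deposited tables already lack low genes, and a count model was not used because the values are not counts; neither alternative was run. Without read depth, precision is limited by the 6 mice per group and by rounding to whole numbers.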

Differences from the paper's values

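The paper's count of 274 genes at 6 h is given for an absolute log fold change of 1.3, without the base, and an FDR of 0.3, and how these are meant is open. Read as a ratio of 1.3 and an adjusted p of at most 0.3, 140 genes passed here, and read as a log2 fold change of 1.3, 6 did. Of the alternatives set before the data were examined, none reached it with the ratio: 141 with median-of-ratios size factors, 109 with library size only, 141 with a maximum of at least 5 units and 113 with the 12 libraries alone; those added later gave 168 with a pseudocount of 0.5, 95 with 3, and 83 without m4238, m4223 and m4214. At an adjusted p of at most 0.001 the paper's Fig. 3a shows about 48 genes at 6 h, read by eye, and 10 passed here, with 10, 11, 10 and 1 in the same 4 alternatives, so none came near. The deposited values are not counts, so limma stands here where the paper used DESeq2; the authors' size factors are those of the rounded table (largest difference 6.87e-11), which leaves open that DESeq2 was given these same values.

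Compared were 24 scores of pathways that the paper's text rests on and that have a set of like name here; tRNA aminoacylation has none. All 24 were smaller in size here and 22 had the same sign; 9 were past an FDR of 5%. The paper's negative scores, given as sizes with the value here after each, were 3.84 against 2.18 (electron transport chain, 3 h), 2.38 against 1.37 (the same, 6 h), 3.18 against 1.91 (translation, 3 h), 3.50 against 1.81 (translation, 6 h), 4.97 against 2.17 (peptide chain elongation, 3 h), 4.26 against 2.04 (6 h), 2.44 against 1.86 (ternary and 43S complex, 3 h), 2.73 against 1.40 (6 h), 3.41 against 2.32 (cholesterol biosynthesis, 3 h), 3.09 against 2.34 (GPCR ligand binding, 3 h) and 2.69 against 2.17 (G alpha i signalling, 3 h). The paper's positive scores were 2.92 against 2.16 here (glucose transport, 3 h), 2.25 against 1.17 (glucose metabolism, 3 h), 3.03 against 1.24 (carbohydrates, 3 h), 2.06 against 1.34 (carbohydrates, 6 h), 2.86 against 2.23 (glucokinase regulation, 3 h), 2.57 against 0.993 (processing of capped pre-mRNA, 3 h), 2.61 against 1.43 (snRNP assembly, 3 h), 1.96 against 1.17 (FGFR signalling, 3 h), 2.28 against 1.77 (FGFR, 6 h), 2.60 against 1.33 (PPARα, 3 h) and 2.20 against 1.44 (PPARα, 6 h). The sign differed for transport of mature mRNA at 3 h (the paper's 2.67, here −0.613) and biological oxidations at 6 h (the paper's 2.40, here −1.23). The error used below is a jackknife error of each score ranked by the log2 ratio of the group means, from leaving out each mouse of the time in turn. It holds no error of the paper's value and was not computed anew for other settings. A score within it is therefore near the paper's, but agreement was not measured for those settings.

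Of the alternatives set before the data were examined, ranking by the moderated statistic brought the electron transport chain (−1.98) and FGFR (2.27) at 6 h within the error, and turned biological oxidations (1.68) to the paper's sign, where the error of 4.45 is larger than the scores and shows no agreement; all 24 then had the paper's sign, while leaving out the filter brought 0. That ranking put 15 past the FDR, adding to the 9 the electron transport chain and the ternary complex (−1.77) at 6 h, glucose transport (2.35) and glucokinase regulation (2.33) at 3 h, and carbohydrates (1.52), FGFR and biological oxidations at 6 h, and losing G alpha i signalling at 3 h. An unweighted enrichment score, chosen after seeing the values, put 13 of the 24 within the error, biological oxidations by its sign alone, with all 24 of the paper's sign, and drops 9 of the paper's called pathways, which are not past an FDR of 5%. Those within it at 3 h were the electron transport chain (−3.77), translation (−3.69), peptide chain elongation (−4.90), the ternary complex (−2.56), cholesterol biosynthesis (−3.53), GPCR ligand binding (−3.29), G alpha i signalling (−2.77), glucose transport (2.88) and glucokinase regulation (2.84), and at 6 h the electron transport chain (−2.59), peptide chain elongation (−4.53), the ternary complex (−3.03) and biological oxidations (2.49). It also called processing of capped pre-mRNA (2.11, FDR 0.0244). Further settings chosen after seeing the values, the limma log2 fold change and leaving out 3 libraries, each brought within it the electron transport chain (−1.53 and −1.90) at 6 h, turned biological oxidations (2.20 and 1.92) to the paper's sign and left 10 and 9 of the paper's pathways not past the FDR; both called glucose transport and glucokinase regulation at 3 h and carbohydrates, FGFR and biological oxidations at 6 h.

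The paper states that tRNA aminoacylation was enriched upward at 3 h as at 6 h. Here the list passed camera at 6 h only, with adjusted p = 0.0695 with an estimated correlation and 0.108 by exact permutation of the mice; at 3 h it was called with the 12 libraries alone (0.0292), with a trend on transcript length removed (0.0405) and without any 1 of mice m4205, m4217, m4218, m4204 or m4208, but not with length and GC content removed (0.107), by preranked enrichment (0.141), without the 3 libraries (0.169) or with an estimated correlation (0.813). The paper places carbohydrate metabolism, PPARα and FGFR signalling up at both times, and here none of them passed an FDR of 5% at either time by the log2 ratio of the group means. From qPCR (Fig. 3c) it counts Atf4 and Asns among the genes that MR raised. Both lay higher here as well, by 0.43 and 1.26 on the log2 scale, and neither passed limma's test with p-values adjusted over all genes. The paper used a t-test, with no adjustment over genes stated, and more mice per group. The criteria are therefore unlike, and the lack of a call here does not contradict the qPCR. Chac1, Ddit4, Eif4ebp1, Sesn2, Trib3, Cars, Mars, Psat1 and Fgf21 rose both here and by qPCR. The qPCR values themselves are not in the deposited tables.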

Other observations

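The tests in this part were set before the results on these lists were seen, except that leaving out together Con mouse m4238 with MR mice m4223 and m4214 and each Con mouse in turn for the change between the times were chosen after the result was seen.

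More genes differed between the times on Con (1774) than between the diets at 6 h (67), but 3 h and 6 h also differ in clock time and in the hours since food was restored, which no test here separates. Between 3 h and 6 h on Con, the growth response gene Egr1 rose by 2.37 on the log2 scale, the insulin-responsive genes Igfbp1 by 1.89 and Pck1 by 1.49, Cyp26a1 by 1.71, and the bile acid-induced repressor Nr0b2 by 1.47. The heat shock genes Hspa8 (−1.83) and Hsph1 (−1.52), the bile acid synthesis gene Cyp7a1 (−1.76), the heme synthesis gene Alas1 (−1.58) and the clock gene Nr1d2 (−1.40) fell, as did the endoplasmic reticulum genes Syvn1, Creld2 and Dnajb9; the calls of Pck1 and Alas1 were each lost when any 1 of several mice was left out. Unfolded protein response genes lay lower at 6 h (median −0.30, −0.18 without the 3 libraries; 0 higher and 12 lower of 29 passed, 15 lower adjusted over the list alone; camera adjusted p = 3.7e-06, adjusted p = 0.65 with an estimated correlation), and genes of cholesterol synthesis higher (median 0.56; 10 of 26, 11 adjusted over the list alone, and 15 and 17 without the 3 libraries; 3.9e-05, adjusted p = 0.65 with an estimated correlation). NFE2L2 targets also lay higher (median 0.26; 13 of 36 and 1 lower, 16 and 1 adjusted over the list alone; 3.9e-05, adjusted p = 0.325 with an estimated correlation), as did ATF4 targets (median 0.23; 10 of 40 and 3 lower, 14 and 3 adjusted over the list alone; 0.023, adjusted p = 0.65 with an estimated correlation). Cbs rose in Con (0.68, adjusted p = 3.1e-04 from limma), and of the 17 clock genes 4 rose and 7 fell, the same adjusted over the list alone (median −0.15, camera adjusted p = 0.11).

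At 3 h all 26 genes of cholesterol synthesis lay lower in MR (median −0.22, −0.35 without m4215 and −0.14 without m4204, camera adjusted p = 2.0e-05, adjusted p = 0.774 with an estimated correlation), with Insig1 at −0.57, Mvk at −0.43 and Sc5d at −0.38, though none passed limma's test over all genes. At 6 h the list did not pass (median 0.09, camera adjusted p = 0.4), and without Con mouse m4238 its median was −0.08. Genes of the acute phase lay higher at 3 h (median 0.18, 0.11 without m4215, camera adjusted p = 0.0124, adjusted p = 0.515 with an estimated correlation), a call lost without m4215 (0.0527) or m4216 (0.0551), and immediate early genes lower (median −0.23, −0.13 without m4233, 0.0273, adjusted p = 0.681 with an estimated correlation), a call lost without m4205 (0.113), m4233 (0.0813), m4204 (0.0518) or m4208 (0.134). Kupffer cell genes lay lower at 3 h (median −0.15, −0.07 without m4233, 0.00657, adjusted p = 0.813 with an estimated correlation), a call lost without m4218 (0.0527), m4233 (0.293) or m4210 (0.0763).

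At 6 h genes of glutathione synthesis and turnover lay higher in MR (median 0.10; 2 of 12 passed, 5 adjusted over the list alone, and 1 and 4 without the 3 libraries; camera adjusted p = 0.0106, adjusted p = 0.0695 with an estimated correlation), as did genes of serine and one-carbon metabolism (median 0.14, 0.06 without m4238; 2 of 13, 4 adjusted over the list alone; 0.0106, adjusted p = 0.0695 with an estimated correlation). Without the genes shared with the ATF4 list, the other 9 serine and one-carbon genes had a median of 0.01 and none passed, so that this list does not stand apart from the ATF4 targets, and the other 11 glutathione genes had a median of 0.06 and 1 passed. Splicing genes lay higher (median 0.07; 1 of 71, Dhx9 at 0.41, and 1 adjusted over the list alone, none without the 3 libraries; 0.00411, adjusted p = 0.368 with an estimated correlation), while mRNA export genes (median −0.01, 0.578) and the genes of the methionine cycle (median 0.04, 0.578) did not. Unfolded protein response genes did not pass as a list (median 0.09, 0.131; −0.06 without m4238), although Ern1 rose, a call lost without the 3 libraries (adjusted p = 0.113 from limma). Pericentral genes (median 0.23, 0.0095, adjusted p = 0.548 with an estimated correlation), P450 and conjugation genes (median 0.10, 0.0107, adjusted p = 0.548 with an estimated correlation, and turned to the lower side with preranked enrichment, at a score of −1.59 and an adjusted p of 0.0548) and, downward, DNA replication genes (median −0.16, 0.00411, adjusted p = 0.494 with an estimated correlation) were called, but without Con mouse m4238 the adjusted p-values were 0.369, 0.406 and 0.406. Amino acid transporters (median 0.04, 0.01 without m4222, 0.049, adjusted p = 0.538 with an estimated correlation) lost the call without any of 6 mice (0.0615 without m4219 to 0.151 without m4222), and liver endothelial genes, lower in MR (median −0.10, −0.06 without m4238, 0.0151, adjusted p = 0.548 with an estimated correlation), without any of 4 (0.0603 without m4241 to 0.15 without m4229). Genes of bile acid synthesis (median 0.14, 0.0691), fatty acid synthesis (median 0.20, 0.116), periportal (median −0.12, 0.185) and stellate cell genes (−0.05, 0.449) did not pass, and without m4238 their medians were 0.01, 0.00, −0.03 and 0.04; neither erythroid (0.01, 0.916) nor mitochondrial tRNA synthetase genes (0.01, 0.893) passed.

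Chance was weighed for the counts. At 6 h, with only those 12 libraries in the fit, 42 genes passed, and 1 of 100 splits of the mice, the real one, gave as many, the highest other giving 1, so that chance can be excluded. At 3 h the real count was 0, so that all 100 splits gave as many and nothing is decided; the highest other gave 55, and 7 gave any. For Reactome pathways chance cannot be excluded at either time: at 3 h 7 of 100 splits gave as many as the real 34, the highest other 53, and at 6 h 43 of 100 as many as the real 9, the highest other 38.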
